# Chromatin remodeling mediated by ARID1A is indispensable for normal hematopoiesis in mice

**DOI:** 10.1038/s41375-019-0438-4

**Published:** 2019-03-11

**Authors:** Lin Han, Vikas Madan, Anand Mayakonda, Pushkar Dakle, Teoh Weoi Woon, Pavithra Shyamsunder, Hazimah Binte Mohd Nordin, Zeya Cao, Janani Sundaresan, Ienglam Lei, Zhong Wang, H. Phillip Koeffler

**Keywords:** Haematopoietic stem cells, Haematopoiesis

## Abstract

Precise regulation of chromatin architecture is vital to physiological processes including hematopoiesis. ARID1A is a core component of the mammalian SWI/SNF complex, which is one of the ATP-dependent chromatin remodeling complexes. To uncover the role of ARID1A in hematopoietic development, we utilized hematopoietic cell-specific deletion of *Arid1a* in mice. We demonstrate that ARID1A is essential for maintaining the frequency and function of hematopoietic stem cells and its loss impairs the differentiation of both myeloid and lymphoid lineages. ARID1A deficiency led to a global reduction in open chromatin and ensuing transcriptional changes affected key genes involved in hematopoietic development. We also observed that silencing of ARID1A affected ATRA-induced differentiation of NB4 cells, suggesting its role in granulocytic differentiation of human leukemic cells. Overall, our study provides a comprehensive elucidation of the function of ARID1A in hematopoiesis and highlights the central role of ARID1A-containing SWI/SNF complex in maintaining chromatin dynamics in hematopoietic cells.

## Introduction

Hematopoiesis is a tightly regulated process that constantly generates enormous numbers of mature blood cells through a cascade of differentiation stages. Self-renewal, quiescence and differentiation of hematopoietic stem cells (HSC), as well as subsequent lineage choices into various blood cell types are precisely orchestrated by stage-specific transcriptional and epigenetic machineries. Chromatin state is transformed dynamically during differentiation [1] and epigenetic factors that remodel chromatin and facilitate establishment and maintenance of stage-specific pattern of gene expression are key to sustain normal hematopoietic development.

ARID1A (BAF250a) is a principal component of SWI/SNF (SWItch/Sucrose Non-Fermentable) family of evolutionary conserved, multi-subunit chromatin remodeling complexes. Rearrangements of chromatin structure mediated by SWI/SNF complexes are critical for modulation of gene expression, thereby, affecting a broad range of cellular processes, including proliferation and differentiation [2–5]. ARID1A resides exclusively in the BAF subclass of SWI/SNF remodelers and contains an ARID domain, which interacts with DNA in a sequence-nonspecific manner. Sequencing of cancer genomes has identified recurrent mutations of *ARID1A* in a wide range of tumors including gynecological, liver, gastric, and breast tumors [5–10]. *ARID1A* is the most frequently mutated member of the SWI/SNF family and high incidence of inactivating mutations in varied cancers along with emerging functional studies postulate ARID1A as a novel tumor suppressor [11–15]. Amongst hematological diseases, *ARID1A* is mutated in acute promyelocytic leukemia (APL) [16] and several lymphoid malignancies [17–26]. Nonetheless, the role of ARID1A in hematopoietic development and how its loss contributes to leukemogenesis remains elusive. Krosl et al. [27] observed increased frequency of fetal liver HSCs in ARID1A-deficient mouse embryos, possibly through regulation of the fetal liver microenvironment. However, perinatal lethality caused by constitutive deletion of ARID1A has precluded elucidation of its role in adult hematopoiesis.

In this study, we have employed hematopoietic-cell specific deletion of ARID1A in mice to address systematically its function in the hematopoietic development. We demonstrate that lack of ARID1A results in a range of hematopoietic defects including highly diminished reconstitution ability in transplantation models. Our results illustrate that ARID1A maintains frequency and quiescence of HSCs, and regulates differentiation of both myeloid and lymphoid lineages in a cell-intrinsic manner. Depletion of ARID1A leads to extensive decrease in chromatin accessibility including loss of open chromatin at promoter/enhancer regions of several key regulators of hematopoietic development.

## Materials and methods

### Generation of mice with hematopoietic specific deletion of *Arid1a*

Mice bearing floxed *Arid1a* allele (*Arid1a*^*f/f*^) in which exon 9 of *Arid1a* gene is flanked by loxP sites have been described before [28]. *Arid1a*^*f/f*^ mice were backcrossed for five generations to C57BL/6 mice before crossing with either Vav-iCre or Mx1-Cre transgenic strains to generate hematopoietic cell-specific deletion of *Arid1a*. In Vav-iCre model, either *Arid1a*^*f/f*^*;Vav-iCre*^*−*^ or *Arid1a*^*f/+*^*;Vav-iCre*^*−*^ sex-matched littermates were used as controls. To induce deletion of *Arid1a* in adult *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ mice (8–14 weeks old), five doses of 300 µg poly(I:C) (GE Healthcare) were injected intraperitoneally, every alternate day. Sex-matched *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ littermates were also administered poly(I:C) simultaneously and used as control in all experiments. All mice were maintained in the animal facility of Comparative Medicine Centre, National University of Singapore (NUS). All mice experiments were performed according to protocols approved by NUS Institutional Animal Care and Use Committee.

### Flow cytometry and FACS sorting

Stained cells were acquired on FACS LSR II flow cytometer (BD Biosciences) and sorted on FACSAria cell sorter (BD Biosciences). Data were analyzed using FACSDIVA software (BD Biosciences). Antibodies used for flow cytometry are listed in Supplementary Table 1.

### Competitive reconstitution assays

For competitive reconstitution assay with purified HSCs, we sorted LT-HSCs (CD34^−^Flt3^−^ LSK) four weeks after poly(I:C) injection from *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice. 150 LT-HSCs (CD45.2^+^) from either WT or *Arid1a* KO mice were mixed with 300,000 BM cells (CD45.1^+^) from Ptprca Pepcb/BoyJ (B6.SJL) competitor mice and injected intravenously into lethally irradiated (11 Gy) B6.SJL recipient mice. Reconstitution was assessed every four weeks in peripheral blood using flow cytometry. Blood leukocytes were stained with antibodies against CD3 (T cells), CD19 (B cells), CD11b, Gr1, F4/80 (granulocytes and monocytes) along with donor (CD45.2) and competitor (CD45.1) markers.

For assays with BM cells (prior to *Arid1a* deletion), CD45.2-expressing BM cells from either *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ or *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice were mixed in equal proportion with CD45.1-expressing (B6.SJL) competitor BM cells. Two million cells were injected into the tail vein of lethally irradiated B6.SJL recipient mice. Donor engraftment was assessed in peripheral blood 4 weeks after transplantation. Arid1a deletion was induced in recipient mice using poly(I:C) and reconstitution of different blood lineages was determined as described above.

### RNA-sequencing

cDNA libraries from FACS-sorted LT-HSC were prepared using SMART-Seq v4 Ultra Low Input RNA Kit (Clontech Laboratories). poly-A selected RNA from purified CMP, GMP, and MEP populations was used for library preparation using TruSeq RNA Sample Preparation Kit (Illumina) according to the manufacturer’s protocol.

Libraries were sequenced on HiSeq 4000 and 100 bp paired-end reads were aligned to murine reference transcriptome (GRCm38/mm10; Ensemble version 84) using Kallisto (version 0.43.1) [29]. Further details of RNA-seq data analysis are described in Supplementary Methods. Primers used for quantitative RT-PCR validation are listed in Supplementary Table 2.

### ATAC-sequencing

ATAC-seq libraries were prepared from Lin^−^Kit^+^ BM cell as previously described [30]. Transposed DNA libraries were sequenced on HiSeq 4000. Quality of the paired end 50 bp reads was assessed using fastqc v0.11.7 and reads were then aligned to the mm10 reference genome using Bowtie2 v2.3.4.1 with the parameters --very-sensitive -X 2000 --no-mixed --no-discordant [31]. PCR duplicate reads were removed using Picard MarkDuplicates v2.17.10 (http://broadinstitute.github.io/picard). The reads were filtered using samtools v1.5 for a minimum mapping quality of 10 and only properly paired reads were retained [32]. Additionally, any reads aligning to the mitochondrial chromosome were removed. Peaks were called subsequently using macs2 v2.1.1.20160309 with the parameters --keep-dup all -f BAMPE -q 0.05, while simultaneously generating bedgraph files in Reads Per Million scale [33]. Peaks were filtered against the ENCODE blacklist regions (https://sites.google.com/site/anshulkundaje/projects/blacklists) [34]. The bedgraph files were converted to bigWig file format using the bedGraphToBigWig v4 utility. Differential binding analysis was performed using DESeq2 v1.18.1 through the DiffBind v2.6.6 bioconductor package with an FDR cut-off of 0.01 [35, 36]. Heat maps were generated using the deeptools v3.0.2 package [37]. Peaks were annotated using homer annotatePeaks.pl script [38]. Genomic profile plots for ATAC-seq signals were generated using fluff v3.0.2 [39].

### Statistical analysis

Statistical analyses for all mice experiments were performed using GraphPad Prism 7 software.

### Accession codes

All sequencing data generated in this study were deposited in Gene Expression Omnibus database repository. The accession numbers are: GSE125846 and GSE125848 (RNA-seq), GSE125845 (ChIP-seq), and GSE125844 (ATAC-seq).

## Results

### Generation of hematopoietic cell-specific deletion of *Arid1a* in mice

Expression analysis in FACS-sorted populations from bone marrow (BM) and spleen of C57BL/6 mice showed that *Arid1a* was expressed ubiquitously across different hematopoietic lineages with relatively lower expression detected in mature myeloid cells (Supplementary Figure 1a).

To analyze the function of ARID1A in hematopoietic development, mice carrying the *Arid1a* floxed allele (*Arid1a*^*f/f*^) [28] were crossed with either Vav-iCre [40] or Mx1-Cre [41] strains. We noted that *Arid1a*^*f/f*^;*Vav-iCre*^*+*^ mice were obtained at lower than expected frequency, both at birth (day 1) and weaning (day 21), suggesting perinatal mortality caused by *Arid1a* deletion in this model (Supplementary Table 3). Cre recombinase-mediated deletion of exon 9 and absence of ARID1A protein were verified in hematopoietic cells of the surviving *Arid1a*^*f/f*^;*Vav-iCre*^*+*^ mice (Supplementary Figure 1b–c). Owing to increased mortality of *Arid1a*^*f/f*^;*Vav-iCre*^*+*^ mice, more detailed analysis was performed simultaneously in mice where deletion of ARID1A was induced using the interferon inducible Mx1-Cre transgene. Administration of poly(I:C) caused rapid and complete deletion at *Arid1a* locus in peripheral blood and BM cells, while the deletion was ∼90% in spleen cells, which was also reflected in the residual protein levels observed in western blot analysis (Fig. 1a–c). Loss of ARID1A resulted in reduced numbers of WBCs and platelets in *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ mice compared to the *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice at 4 weeks after poly(I:C) treatment (Fig. 1d, e); and a similar trend was observed in *Arid1a*^*f/f*^;*Vav-iCre*^*+*^ mice (Supplementary Figure 1d-e). ARID1A-deficient BM cells exhibited decreased potential to generate myeloid colonies as both the number (Fig. 1f) and size (data not shown) of colonies was reduced in methylcellulose colony assays. Ex vivo deletion of floxed allele in Lin^−^Kit^+^ BM cells also resulted in fewer colonies (Supplementary Figure 1f-g). These initial observations suggested that depletion of ARID1A leads to perturbations in hematopoiesis.

**Fig. 1:**
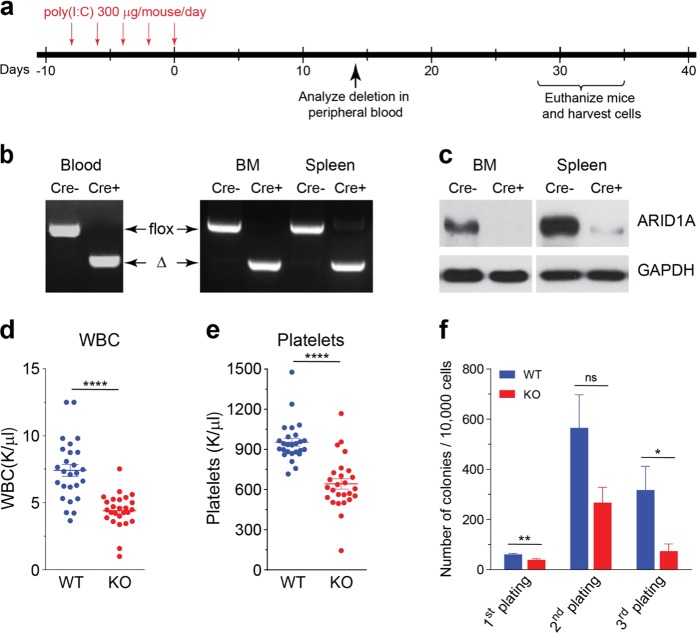
Hematopoietic-specific deletion of *Arid1a*. **a** Schematic of workflow to induce deletion of *Arid1a* in adult *Arid1a*^*f/f*^*;Mx1-Cre* mice using poly(I:C). **b** PCR analysis verifies poly(I:C)-induced deletion of *Arid1a* exon 9 in peripheral blood (2 weeks after poly(I:C) injection), BM and spleen (4 weeks after poly(I:C) injection) of *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice. Δ: deleted allele. **c** Western blot shows loss of ARID1A protein in BM and spleen of poly(I:C) treated *Arid1a*^*f/f*^*;Mx1-Cre* mice. **d**, **e** WBC (**d**) and platelet (**e**) counts in peripheral blood of *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice 4 weeks after poly(I:C) injection. **f** Number of colonies obtained in serial re-plating assay with total BM cells harvested from poly(I:C) treated *Arid1a*^*f/f*^*;Mx1-Cre* mice (*n* = 9 for first plating, *n* = 5 for second and third platings). Data are represented as mean ± SEM. *p < 0.05, **p < 0.01, ****p < 0.0001, ns = not significant

### ARID1A maintains pool size and quiescence of HSCs

We observed that Vav-iCre mediated deletion of *Arid1a* early in hematopoietic development resulted in markedly reduced number of BM leukocytes; and cellularity was also decreased significantly when *Arid1a* was deleted in adult mice using the Mx1-Cre model (Fig. 2a). In both models of ARID1A deficiency, the frequency and numbers of Lin^−^Sca1^+^Kit^+^ (LSK) cells, which contains HSCs, was not significantly altered (Supplementary Figure 2a–b). Nonetheless, the proportion and absolute numbers of long-term HSCs (LTHSCs), defined either as CD34^−^Flt3^−^LSK or CD150^+^CD48^−^LSK cells were elevated in BM from both *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ mice (4 weeks after poly(I:C) injection), compared with the control mice (Fig. 2b–d; Supplementary Figure 2c–f). We observed that loss of one *Arid1a* allele also resulted in increased percentage of LT-HSCs in bone marrow (Supplementary Figure 2g), suggesting a dose-dependent effect of ARID1A in maintaining HSC frequency. Global transcriptome analysis of LT-HSCs from wildtype (WT) and ARID1A-deficient BM revealed dysregulated expression of genes crucial for hematopoietic development including *Csf3r*, *Il6ra*, *Csf1*, and *Cbfb* (Fig. 2e; Supplementary Figure 2h and Supplementary Table 4). 

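LT-HSCs were sorted from 2 WT and 2 KO mice 4 weeks after poly(I:C), given as 5 doses of 300 µg, and their cDNA was made with a kit for very small amounts of RNA. For each library the authors deposited the fragments that kallisto assigned to each of 115088 transcripts as estimated counts, with a TPM value and an effective length per transcript. The transcripts were paired with the genes of the GENCODE vM21 annotation of GRCm38, which covered 114200 of them (99.2%), and the estimated counts were summed per gene. The totals on genes lay between 40804031 and 65930737 estimated counts per library. The 22733 genes that passed edgeR's filter for low counts were tested for a difference between KO and WT, after TMM normalization. Values for single genes are given as CPM under that normalization. WT replicate 1 had at least 10 counts on 27191 genes, against 18504 to 22407 genes in the other 3 libraries, although its total was the smallest. The deviations from the group means of the WT and KO samples with the same replicate number correlated across 11565 genes with r = 0.20, where genes are not independent replicates. With 2 samples per group, the smallest two-sided p of an exact permutation test is 0.333, so calls rest on the spread shared across genes.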

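Arid1a (ENSMUSG00000007880), which lies on chromosome 4 from 133679008 to 133756769, had 115 ± 5.95 CPM (SD, n = 2) in WT LT-HSCs and 52.3 ± 1.91 CPM (SD, n = 2) in KO LT-HSCs. Its log2 fold change was -1.14 (standard error 0.27, adjusted p = 0.421, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both KO samples were below both WT samples. With the replicate number as a block, the log2 fold change of Arid1a was also -1.14 (adjusted p = 0.134, edgeR's quasi-likelihood test). At a false discovery rate (FDR) under 0.1, 12 genes were lower and 6 were higher in KO, and under 0.25, the threshold of Supplementary Table 4, 18 were lower and 16 higher. With the replicate number as a block the numbers under 0.25 were 259 and 123. Under 0.1, the setting that moved the numbers most was to test genes without the filter for low counts, with 177 lower and 109 higher.

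Csf3r, on chromosome 4 from 126024550 to 126044440, fell from 149.9 ± 10.1 CPM (SD, n = 2) to 35.1 ± 4.47 CPM (SD, n = 2), a log2 fold change of -2.09 (standard error 0.29, adjusted p = 0.0425, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il6ra (chromosome 3) fell from 9.27 ± 2.03 to 2.21 ± 0.916 CPM (SD, n = 2 each), a log2 fold change of -2.07 (standard error 0.71, adjusted p = 0.813 by the same edgeR test). Csf1 (chromosome 3) fell from 18.9 ± 5.29 to 9.03 ± 1.82 CPM (SD, n = 2 each), a log2 fold change of -1.07 (standard error 0.46, adjusted p = 0.876 by the same edgeR test). Cbfb (chromosome 8) rose from 90.01 ± 14.8 to 177 ± 16.7 CPM (SD, n = 2 each), a log2 fold change of 0.98 (standard error 0.30, adjusted p = 0.680 by the same edgeR test). With the replicate number as a block, the adjusted p was 0.00559 for Csf3r, 0.223 for Il6ra, 0.513 for Csf1 and 0.224 for Cbfb (edgeR's quasi-likelihood test). In each of these 4 genes, both KO samples lay beyond both WT samples. The authors chose them from the same libraries, so this separation is not independent evidence. When each library was left out in turn, the log2 fold change stayed between -2.20 and -1.94 for Csf3r, -2.54 and -1.67 for Il6ra, -1.36 and -0.73 for Csf1, and 0.84 and 1.12 for Cbfb. Among genes past an FDR of 0.1 with a mean above 1 FPKM and every KO sample beyond every WT sample, the largest falls were in Cd163l1, with no counts in KO, Sult1a1 (log2 fold change -5.42) and Ltbp4 (-4.81). The largest rises were in Slc16a11 (5.16), Pimreg (2.90) and B3gnt7 (2.83). The paper states from the comparison of these transcriptomes that genes crucial for hematopoietic development are dysregulated in ARID1A-deficient LT-HSCs. It also measured Csf3r, Csf1, Il6ra and Cbfb by quantitative PCR in sorted LT-HSCs, which was not examined here.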

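Cell cycle genes were examined in the same 4 LT-HSC libraries with a list of 72 genes of DNA replication and a list of 71 genes of mitosis, drawn up before the data were examined. The median log2 fold change of the DNA replication genes was 0.54, with 70 of the 72 genes higher in KO (adjusted p = 1.46e-22, camera of limma, Benjamini-Hochberg adjustment over 12 tests). For the mitosis genes the median was 0.68, with all 71 higher in KO (adjusted p = 6.85e-30, camera of limma). Both medians were higher than those of all 10000 random lists matched on mean expression. The rotation test fry of limma, which takes the spread between samples into account, gave an adjusted p of 0.495 for each list. The WT samples differed from each other by more than the genotypes did on average. Relative to the WT mean, the median log2 level of the DNA replication genes was -0.51 and 0.51 in WT replicates 1 and 2, and 0.70 and 0.63 in KO replicates 1 and 2. For the mitosis genes it was -0.65 and 0.65 in WT, and 0.66 and 0.93 in KO. With the replicate number as a block, the medians were 0.65 and 0.76. With one library left out at a time, the median log2 fold change of the DNA replication genes lay between 0.18 and 1.25, and that of the mitosis genes between 0.17 and 1.42. The mouse Reactome sets for S phase and mitotic prometaphase, with 118 and 101 members among the genes, had medians of 0.41 and 0.33.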

GSEA identified that genesets associated with cell cycle were significantly enriched in *Arid1a* KO cells compared with the WT cells (Fig. 2f). In vivo BrdU incorporation assays showed that the proportion of non-cycling HSCs (BrdU^−^Hoechst33342^−^LTHSCs) was significantly reduced in ARID1A-deficient BM, indicating loss of quiescence (Fig. 2g).

**Fig. 2:**
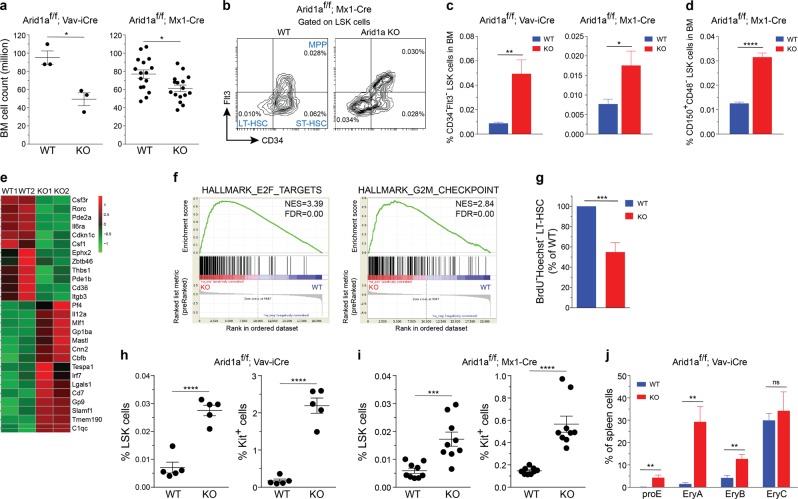
ARID1A is required to maintain HSC frequency. **a** BM cellularity in ARID1A-deficient mice compared with WT mice. Cell counts represent total leukocyte numbers in both femurs and tibias. For Vav-iCre model, mice were euthanized at 11–20 weeks of age; while for Mx1-Cre model, cellularity was determined 4 weeks after injection of poly(I:C). **b** Representative staining for LT-HSC, ST-HSC and MPP populations using CD34 and Flt3 antibodies in BM of *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*–*^ mice, four weeks after poly(I:C) injection. **c** Proportion of CD34^–^Flt3^–^ LSK cells in BM of *Arid1a* deficient and control mice (*n* = 5 for Vav-iCre; *n* = 6 for Mx1-Cre). **d** Percentage of CD150^+^CD48^−^ LSK cells in BM of *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice, four weeks after poly(I:C) injection (*n* = 4). **e** Heat map depicts differential expression of known regulators of hematopoiesis affected by loss of ARID1A in LTHSCs (CD34^−^Flt3^−^ LSK) compared to control (FDR < 0.1, except *Cdkn1c*, *Csf1*, *Cbfb*, where FDR < 0.25). LTHSC were sorted from the BM of *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice, 4 weeks after poly(I:C) injection. Genes involved in hematopoiesis were curated manually from Molecular Signatures Database v6.1 and GO datasets from AmiGO 2. **f** GSEA plots of cell cycle-related gene signatures, HALLMARK_E2F_TARGETS and HALLMARK_G2M_CHECKPOINT, in *Arid1a* KO vs control LTHSCs. NES: Normalized enrichment score. **g** Proportion of BrdU^−^Hoechst33342^−^ LTHSC in the BM of *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice (*n* = 6). Three weeks after administration of poly(I:C), mice were given BrdU in drinking water for one week before they were euthanized for experiment. (**h-i**) Proportion of LSK and Lin^–^Kit^+^ cells in the spleens of WT and *Arid1a* KO mice in Vav-iCre (**h**) and Mx1-Cre (**i**) models. **j** Frequencies of erythroid precursors in the BM of *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ and *Arid1a*^*f/f*^*;Vav-iCre*^*–*^ mice. (proE: CD71^+^TER119^lo^; EryA: CD71^+^TER119^+^FSC^hi^; EryB: CD71^+^TER119^+^FSC^lo^ and EryC: CD71^−^TER119^+^FSC^lo^) (*n* = 5). Data are represented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = not significant

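Fig. 2e names 12 genes that are lower and 15 that are higher in KO LT-HSCs, and all 27 were tested. The authors chose these genes as differing in the same libraries. Their directions, the separation of the samples and small unadjusted p-values are therefore not independent evidence. The 12 lower genes had negative log2 fold changes, from -3.29 for Ephx2 to -0.90 for Pde2a. In 11 of them both KO samples were below both WT samples, the exception being Pde2a, whose log2 fold change ranged from -10.41 to 0.12 when single libraries were left out. Pde2a overlaps the annotated gene Gm45837 on chromosome 7, with which it can share fragments, so its count is uncertain. The 15 higher genes had log2 fold changes from 0.98 for Cbfb to 7.30 for Tmem190, and in all 15 both KO samples were above both WT samples. Lgals1 rose from 45.6 ± 19.5 to 234 ± 41.4 CPM (SD, n = 2 each), a log2 fold change of 2.36 (standard error 0.37, adjusted p = 0.0667, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csf3r and Lgals1 were the only ones of the 27 past an FDR of 0.1, while 26 had an unadjusted p under 0.05. With DESeq2 in place of edgeR, 7 of the lower and 11 of the higher genes passed an FDR of 0.1. With the replicate number as a block in edgeR, 4 and 2 did.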

Flow cytometric analysis of ARID1A-deficient spleens in both Vav-iCre and Mx1-Cre models demonstrated an expansion of progenitor/stem cell populations compared with the WT controls. This was evident from higher frequency and absolute number of Lin^−^Kit^+^ and LSK cells in the spleen of ARID1A-deficient mice (Fig. 2h, i; Supplementary Figure 3a-d). We also observed a marked elevation in erythroid precursors in spleen of *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ mice, although the increase was less significant in spleens of Mx1-Cre^+^ mice four weeks after poly(I:C) injection (Fig. 2j; Supplementary Figure 3e), indicating onset of extramedullary hematopoiesis.

### *Arid1a* deletion leads to defects in development of myeloid and erythroid cells

To understand how ARID1A regulates production of mature blood cells, we carefully analyzed differentiation towards myeloid and lymphoid lineages in ARID1A-deficient mice. ARID1A deficiency caused defects in granulocytic differentiation in BM of both Vav-iCre and Mx1-Cre models. This was evident by increased frequency of immature granulocytes/monocytes (CD11b^+^Gr1^lo^ and CD11b^+^Gr1^−^) and a decrease in proportion of mature granulocytes (CD11b^+^Gr1^+^) in both deletion models (Fig. 3a, b; Supplementary Figure 4a–b). An increase in immature granulocytes/monocytes was also observed in the spleens of *Arid1a* KO mice, although the proportion of mature granulocytes was unaffected (Fig. 3c; Supplementary Figure 4c). Further analyses of myeloid progenitors in the BM of poly(I:C) treated *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice revealed that the proportion of common myeloid precursors (CMP; Lin^−^Kit^+^Sca1^−^CD34^+^FcγRII/III^lo^) and granulocyte monocyte precursors (GMP; Lin^−^Kit^+^Sca1^−^CD34^+^FcγRII/III^hi^) were unchanged in ARID1A-deficient BM; however, these populations exhibited reduced surface expression of CD34 compared with the control mice (Fig. 3d, e). Interestingly, an elevated frequency of megakaryocyte erythrocyte progenitors (MEP; Lin^−^Kit^+^Sca1^−^CD34^−^FcγRII/III^−^) was observed in the BM of *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ mice (Fig. 3d, e). 

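Sorted CMP, GMP and MEP cells of 3 WT mice (300, 305 and 309) and 3 KO mice (301, 304 and 308) gave 18 libraries of poly-A selected RNA, read as 100 bp paired ends. The mice were 8 to 14 weeks old at poly(I:C) injection. The 3 populations of a mouse carry its number, so they are samples of one animal. The totals on genes lay between 41497753 and 60789922 estimated counts per library, with a median of 52408216. They overlapped between genotypes in CMP and GMP and in MEP. Each population was tested for KO against WT on its own, over 17214 genes in CMP, 16383 in GMP and 15777 in MEP. Differences between populations in the effect of the genotype were tested in 1 model of all 18 libraries with the mouse as a block. WT and KO mice that stand beside each other in the paper's expression columns (300 and 301, 305 and 304, 309 and 308) deviated together from their group means. Their mean correlation across genes was 0.45 in CMP, 0.53 in GMP and 0.38 in MEP. For mice that do not stand so it was -0.21, -0.26 and -0.18. Deviations from a group mean sum to 0, so these negative values follow from the positive ones and add no evidence. The lowest value of a column pair was 0.10, in MEP. Single other pairs reached 0.21 in CMP and 0.29 in MEP. These column pairs were therefore also fitted as a replicate block. Mouse 305 had Xist counts and no more than 4.03 CPM on 4 Y-linked genes, mouse 304 had at most 1.47 CPM on Xist and 3.20 CPM on the Y-linked genes, and the other 4 mice had at least 193 CPM on the Y-linked genes.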

To determine the molecular basis of the observed defects in myeloid differentiation, gene expression changes were analyzed using RNA-sequencing in sorted CMP, GMP, and MEP cells isolated 4 weeks after poly(I:C) injection from *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^−^ mice. 

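Across the sorted precursors, Arid1a was lower in every KO mouse than in every WT mouse. It had 442 ± 13.6 CPM (SD, n = 3) in WT CMP and 378 ± 20.6 CPM (SD, n = 3) in KO CMP, a log2 fold change of -0.22 (standard error 0.06, adjusted p = 0.0284, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GMP it had 346 ± 52.6 and 263 ± 21.5 CPM (SD, n = 3 each), a log2 fold change of -0.40 (standard error 0.11, adjusted p = 0.0246 by the same edgeR test). In MEP it had 298 ± 7.45 and 269.98 ± 14.4 CPM (SD, n = 3 each), a log2 fold change of -0.14 (standard error 0.05, adjusted p = 0.0836 by the same edgeR test). With the column pairs as a replicate block the log2 fold changes were -0.23, -0.39 and -0.15, each past an FDR of 0.1. With mice left out in turn, they lay between -0.27 and -0.20 in CMP, -0.50 and -0.28 in GMP, and -0.18 and -0.11 in MEP. Exon 9 of the full-length transcripts spans 146 bp on chromosome 4, from 133693005 to 133693150. All 3 annotated transcripts with 20 exons hold it, and they and a retained-intron transcript that also holds it took between 97.9% and 100% of the Arid1a counts in the 22 libraries. A message that lacks only this exon is counted on the same transcripts, so its loss cannot be read from these counts.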

Complete deletion of *Arid1a* exon 9 was evident in cells from poly(I:C) treated *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ mice (Supplementary Figure 4d). Loss of ARID1A resulted in dysregulated expression of several genes either across all three populations or in a stage-specific manner (Fig. 3f; Supplementary Table 5). 

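At the thresholds of Fig. 3f, with mean expression taken as FPKM, 750 genes were lower and 751 higher in KO CMP, 1003 lower and 912 higher in KO GMP, and 770 lower and 658 higher in KO MEP (FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without the limits on expression and fold change, 4030 genes passed an FDR of 0.1 in CMP, 5550 in GMP and 4637 in MEP. With the column pairs as a replicate block these numbers were 5384, 7152 and 5261. The setting that moved them most was DESeq2 with an offset for transcript length and a test against an absolute log2 fold change of 0.1, with 2339, 3209 and 2493 genes.

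In all 3 populations, 105 genes were lower and 63 higher. Another 1372 genes were lower in exactly 1 population, which is 336 in CMP, 577 in GMP and 459 in MEP. Likewise 1442 genes were higher in exactly 1 population, which is 379 in CMP, 685 in GMP and 378 in MEP. Passing the thresholds in 1 population is not itself a difference between populations, which was tested as an interaction of genotype and population. The effect of the genotype differed at an FDR of 0.1 for 3887 genes between CMP and GMP, 2416 between CMP and MEP, and 4957 between GMP and MEP. Of the genes lower in 1 population only, 78 of those in CMP, 313 in GMP and 284 in MEP differed in that test from both other populations. Of those higher in 1 population only, 119 in CMP, 441 in GMP and 190 in MEP did. Across genes, the log2 fold changes correlated between CMP and MEP (Spearman's rho 0.42), CMP and GMP (0.31), and GMP and MEP (0.18), with genes not being independent replicates.

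The largest falls among genes past an FDR of 0.1, with every KO mouse below every WT mouse and a mean above 1 FPKM, were in Prss34 (log2 fold change -5.14), Gm45837 (-5.01) and Klk8 (-4.55) in CMP. In GMP they were in Ighv5-17 (-9.39), Igkv1-117 (-8.02) and Tspan9 (-6.15), of which the first and second are members of large gene families with near-identical copies. In MEP they were in Xist (-8.93), AI427809 (-5.59) and Osm (-5.24). Xist had counts in 1 of the 3 WT mice at 1042 CPM and near none in the others, so its fall follows that mouse. The largest rises were in Chga (5.21), Meg3 (5.03) and Scd1 (4.65) in CMP, Stfa1 (10.38), BC100530 (8.73) and Fcnb (5.15) in GMP, and Gm6055 (8.00), Fn3k (4.55) and Gm10800 (4.35) in MEP. Stfa1 and BC100530 are neighbouring paralogs on chromosome 16, and their counts are uncertain for that reason. Gm45837 overlaps Pde2a on chromosome 7 and can share fragments with it, so its count is uncertain too. Stfa1 and BC100530 had no counts in WT GMP, Gm6055 none in WT MEP and Ighv5-17 none in KO GMP. The counts do not fix the size of the log2 fold change for these genes. From these differences the paper concludes that loss of ARID1A dysregulates genes either in all of these populations or in a stage-specific manner.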

Importantly, altered gene expression in CMP, GMP, and MEP cells correlated well with changes in histone modifications (H3K27ac and H3K4me3) associated with transcriptional activation at respective loci (Supplementary Figure 4e-f). We used quantitative RT-PCR to validate altered expression of genes crucial for hematopoietic differentiation including *Gata2*, *Cebpa*, *Runx1*, *Rxra*, *Csf1*, *Klf1,* and *Klf3* (Fig. 3g). GSEA uncovered upregulation of genes involved in metabolism of heme and erythroblast differentiation in KO CMP and MEP cells (Fig. 3h; Supplementary Figure 5a), indicating importance of ARID1A in erythropoiesis. 

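The heme and erythroid genes were examined with a list of 54 genes that includes the enzymes of heme synthesis and markers of erythroid precursors. In CMP its median log2 fold change was 0.81, with 49 of the 54 genes higher in KO (adjusted p = 6.86e-41, camera of limma). In MEP the median was 0.45, with 44 of the 54 higher (adjusted p = 9.02e-18, camera of limma). In GMP it was 0.06, with 31 of 53 higher (adjusted p = 0.883, camera of limma). With the rotation test fry of limma the adjusted p was 0.0142 in CMP and 0.0142 in MEP. With the column pairs as a replicate block the medians were 0.80 in CMP, 0.11 in GMP and 0.46 in MEP. When mice were left out in turn, they stayed between 0.65 and 0.90 in CMP and between 0.42 and 0.53 in MEP. The effect of the genotype on the list differed between CMP and MEP by -0.41 and between CMP and GMP by -0.88 (adjusted p = 5.42e-10 and 2.53e-22, camera of limma on the interaction). The test fry was not run on the interaction. Relative to the WT mean, the KO mice lay between 0.59 and 0.98 on the log2 scale in CMP and the WT mice between -0.12 and 0.11. The 10 members of the Reactome set for heme biosynthesis had medians of 0.66 in CMP and 0.62 in MEP. The rise in CMP cannot be told apart from a shift of the CMP sort toward erythroid cells. Another 583 genes that are higher in WT MEP than in WT CMP had a median of 0.30 in KO CMP, with 469 of them higher. From the gene sets the paper reasons that ARID1A is important in erythropoiesis.

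**Figure D1:**
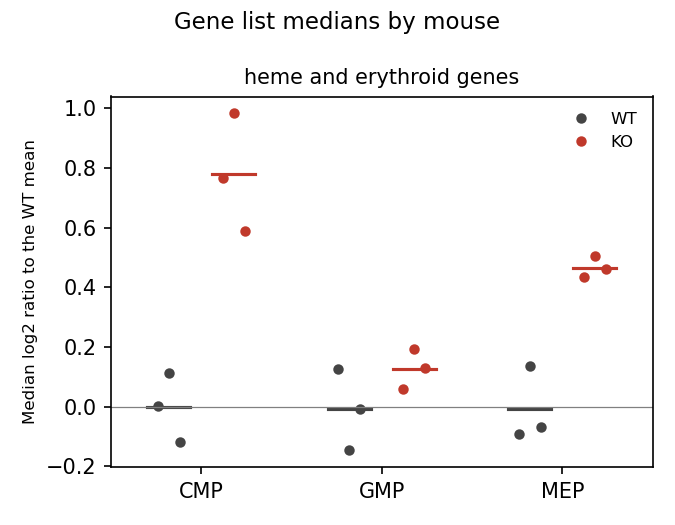
Median log2 ratio of the heme and erythroid genes to their WT mean, where each point is a mouse and each horizontal bar the mean of 3 mice. The KO mice lie above the WT mice in CMP and MEP and overlap them in GMP.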

We observed that the RBCs displayed microcytosis in peripheral blood and BM of ARID1A-deficient mice (both Mx1-Cre and Vav-iCre models) (Fig. 3i, j; Supplementary Figure 5b–d). Further examination of erythroid differentiation in BM using surface expression of CD71 and TER119 showed an accumulation of proerythroblasts (CD71^+^TER119^lo^) and altered frequencies of subsequent stages of erythrocyte maturation in the BM of mice lacking ARID1A (Fig. 3k, l; Supplementary Figure 5e–f**)**. Collectively, these data demonstrate that ARID1A plays a pivotal role in myeloid and erythroid differentiation.

**Fig. 3:**
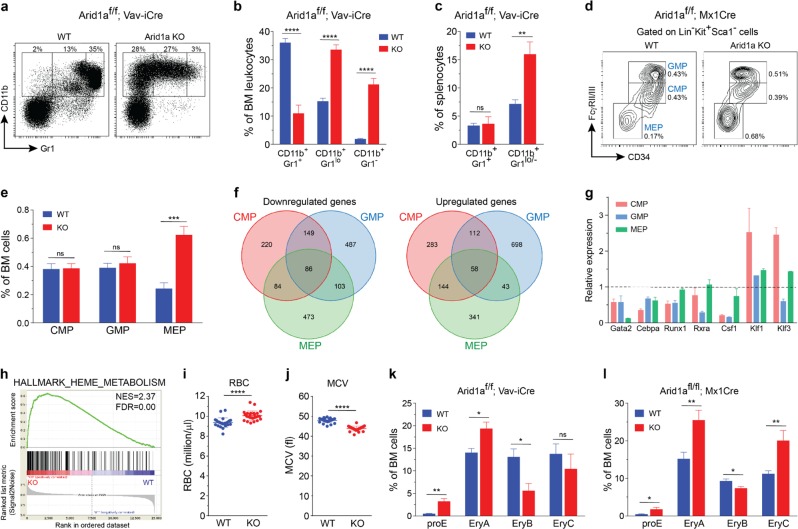
Defects in myeloid differentiation in *Arid1a* knockout mice. **a** Representative FACS profiles for BM cells from *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ and control mice stained with CD11b and Gr1 antibodies. **b** Frequencies of myeloid populations based on staining for Gr1 and CD11b markers as depicted in (**a**) (*n* = 5). **c** Proportion of CD11b^+^Gr1^+^ and CD11b^+^Gr1^lo/−^ myeloid cells in the spleen of WT and *Arid1a* KO (Vav-iCre) mice (*n* = 5). **d** FACS plots depict representative staining of CMP, GMP and MEP cells in BM of poly(I:C) treated *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice. **e** Percentages of CMP, GMP, and MEP cells in the BM of WT and *Arid1a* KO (Mx1-Cre) mice (*n* = 6). **f** Venn diagrams depict overlap of upregulated and downregulated genes amongst CMP, GMP and MEP cells (FDR < 0.1, mean expression > 1 & absolute log_2_ fold change > 0.5). RNA-sequencing was performed on cells sorted from *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice 4 weeks after poly(I:C) treatment. **g** Quantitative RT-PCR analysis of selected genes differentially expressed (RNA-seq) in at least one of the three populations (CMP, GMP, and MEP) in the *Arid1a* KO mice compared with the WT mice. Cells were sorted from *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice four weeks after poly(I:C) injection. Bars represent relative expression in *Arid1a* KO cells compared to WT cells, which were assigned a value of 1 (depicted by a dashed line), for every gene in each cell population. Results are cumulative of two independent experiments. Transcript levels of *β-actin* were used for normalization. **h** GSEA plot for geneset HALLMARK_HEME_METABOLISM in the comparison of WT and ARID1A*-*deficient CMP cells. NES: Normalized enrichment score. **i**, **j** Number of RBC (**i**) and mean corpuscular volume (MCV) (**j**) in peripheral blood of poly(I:C) treated *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice. **k**, **l** Frequency of erythroid precursors (proE: CD71^+^TER119^lo^; EryA: CD71^+^TER119^+^FSC^hi^; EryB: CD71^+^TER119^+^FSC^lo^ and EryC: CD71^−^TER119^+^FSC^lo^) in BM of *Arid1a*^*f/f*^*;Vav-iCre* (**k**) (*n* = 5) and *Arid1a*^*f/f*^*;Mx1-Cre* (**l**) (*n* = 6) mice. Results represent mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = not significant

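In the RNA-seq of the sorted precursors, the 7 genes of Fig. 3g were tested in each population. The authors chose them as differing in this same RNA-seq in at least 1 population, so their changes here are not independent evidence. Gata2 (chromosome 6, from 88193891 to 88207032) fell from 383 ± 36.4 to 237 ± 9.75 CPM (SD, n = 3 each) in CMP, a log2 fold change of -0.69 (standard error 0.07, adjusted p = 4.24e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GMP and MEP its log2 fold changes were -1.70 (standard error 0.11) and -1.84 (standard error 0.11). Cebpa (chromosome 7, from 35119293 to 35121928) fell with log2 fold changes of -0.88 in CMP and -0.40 in GMP. Its log2 fold change in MEP, where it had 2.55 ± 0.611 CPM in WT (SD, n = 3), was -0.79 (adjusted p = 0.187, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Runx1 (chromosome 16) fell in CMP (log2 fold change -0.61, standard error 0.08) and GMP (-0.64, standard error 0.06) and had a log2 fold change of 0.09 in MEP (adjusted p = 0.541, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rxra (chromosome 2) fell in CMP (-0.89, standard error 0.15) and GMP (-2.28, standard error 0.19) and had a log2 fold change of 0.03 in MEP (adjusted p = 0.870, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Csf1 fell from 27.8 ± 2.23 to 2.61 ± 0.725 CPM (SD, n = 3 each) in GMP, a log2 fold change of -3.41 (standard error 0.18), and in CMP by 2.63 on the log2 scale. In MEP, where it had under 1 CPM in each library, its log2 fold change of -1.14 passed the threshold with 6 mice (adjusted p = 0.0468, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and not in 3 of the 6 fits that left out a mouse.

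Klf1 (chromosome 8) rose from 65.2 ± 8.93 to 145 ± 22.3 CPM (SD, n = 3 each) in CMP, a log2 fold change of 1.15 (standard error 0.13, adjusted p = 4.65e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and had a log2 fold change of 0.37 in MEP (standard error 0.07) and 0.01 in GMP (standard error 0.19). Klf3 (chromosome 5) rose in CMP (log2 fold change 1.04, standard error 0.08) and MEP (0.57, standard error 0.05) and fell in GMP (-0.34, standard error 0.07). In the test of the difference between populations, the effect on Klf3 differed between CMP and GMP by -1.38 (adjusted p = 2.31e-06, edgeR), and that on Rxra between GMP and MEP by 2.29 (adjusted p = 5.24e-06, edgeR). Each change past an FDR of 0.1 had every KO mouse beyond every WT mouse (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow).

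**Figure D2:**
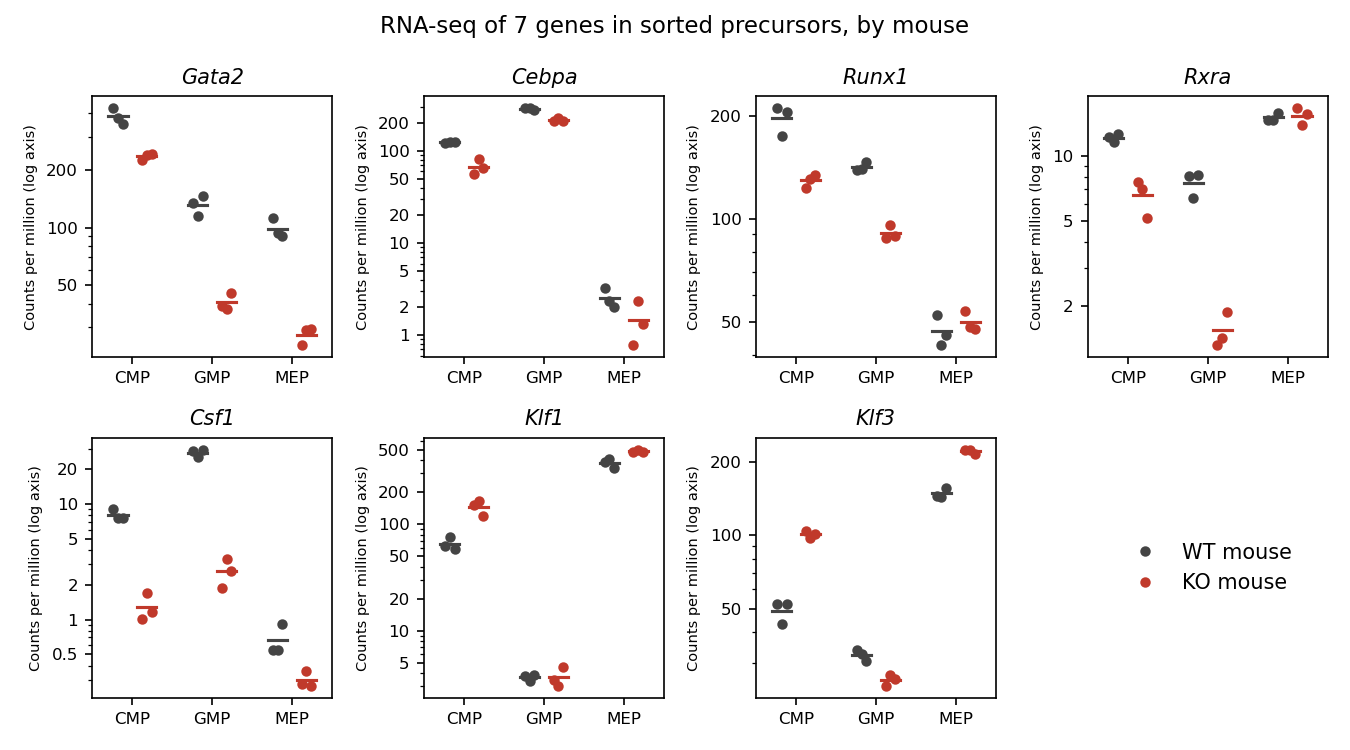
CPM on a log axis in CMP, GMP and MEP for the 7 genes, where each point is a mouse, each horizontal bar the mean of 3 mice, dark points are WT and red points KO. Gata2 is lower in each KO mouse in all 3 populations, and Klf3 is higher in KO in CMP and MEP and lower in GMP.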

### Impaired lymphopoiesis in ARID1A-deficient mice

Next, we assessed the effect of ARID1A loss on the lymphoid compartment. Flow cytometric analysis revealed that the proportion of proB cells (CD43^+^B220^+^), was increased in *Arid1a* KO BM, in both Vav-iCre and Mx1-Cre models (Fig. 4a–c). Further fractionation of proB cells using a scheme described before [42] demonstrated a severe block in differentiation from Fraction A (CD24^−^BP1^−^) to Fraction B (CD24^+^BP1^−^) proB cells (Fig. 4a–c). This resulted in significantly lower proportions of preB (CD43^−^IgM^−^B220^+^), immature B (CD43^−^IgM^+^B220^+^), and mature B (CD43^−^IgM^+^B220^hi^) cells in ARID1A-deficient BM (Fig. 4a–c).

**Fig. 4:**
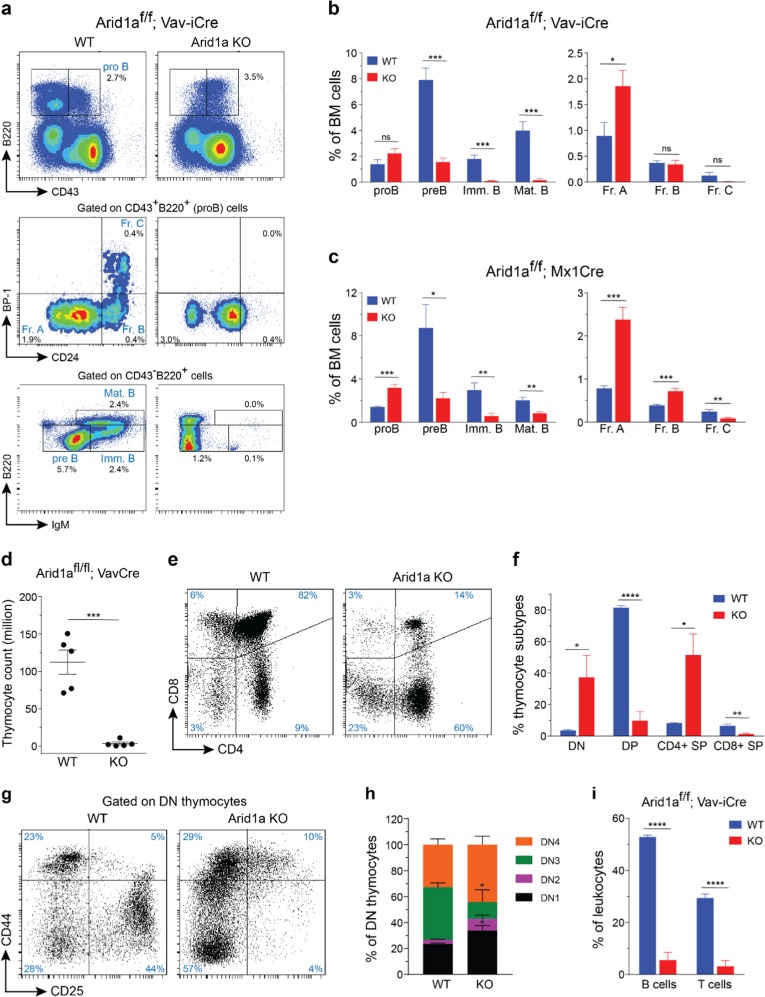
*Arid1a* knockout impairs lymphoid development. **a** Representative FACS plots show maturational stages of B cells in the BM of *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ and control mice. **b**, **c** Proportion of cells in different B-cell developmental stages in the BM of WT and *Arid1a* KO [Vav-iCre (**b**) (*n* = 5) and Mx1-Cre (**c**) (*n* = 6)] mice. proB: CD43^+^B220^+^, preB: CD43^−^B220^+^IgM^−^, immature B (Imm. B): CD43^−^B220^+^IgM^+^, mature B (Mat. B): CD43^−^B220^hi^IgM^+^, Fraction A (Fr. A): CD24^−^BP1^−^ proB cells, Fraction B (Fr. B): CD24^+^BP1^−^ proB cells, Fraction C (Fr. C): CD24^+^BP1^+^ proB cells. **d** Thymus cellularity in *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ and control (either *Arid1a*^*f/f*^*;Vav-iCre*^*−*^ or *Arid1a*^*f/+*^*;Vav-iCre*^*−*^ littermates) mice (11–20 weeks). **e** FACS plots depict representative staining of four major thymic populations: DN (CD4^−^CD8^−^), DP (CD4^+^CD8^+^), CD4^+^ and CD8^+^ SP cells in the thymus of *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ and control mice. **f** Frequencies of DP, DN, CD4^+^ SP and CD8^+^ SP populations in *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ and control mice (*n* = 5). **g** Representative flow cytometry staining for CD44 and CD25 expression within the DN population in the thymus of *Arid1a* KO (Vav-iCre) and control mice. **h** Proportions of DN1 (CD44^+^CD25^−^ DN), DN2 (CD44^+^CD25^+^ DN), DN3 (CD44^−^CD25^+^ DN) and DN4 (CD44^−^CD25^−^ DN) sub-populations within the DN compartment of thymus of *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ and control mice (*n* = 5). **i** Frequencies of B cells (CD19^+^) and T cells (CD3^+^) in the spleen of WT and *Arid1a* KO mice (*n* = 5). Data are represented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = not significant

Next, we assessed T-cell development in mice lacking ARID1A. Vav-iCre mediated deletion of *Arid1a* led to thymic atrophy (Fig. 4d) accompanied by severe perturbation in major T-cell compartments. CD4^−^CD8^−^ double negative (DN) compartment comprises of immature thymocyte populations, and immediately precedes the CD4^+^CD8^+^ double positive (DP) stage in development. We observed a striking reduction in DP cells with a concomitant increase in the proportion of DN and CD4^+^ SP cells in the thymi of *Arid1a*^*f/f*^;*Vav-iCre*^*+*^ mice compared with the control mice (Fig. 4e, f). Within the DN compartment, the proportions of DN1 (CD44^+^CD25^−^) and DN2 (CD44^+^CD25^+^) cells were elevated, while DN3 (CD44^−^CD25^+^) subpopulation was reduced in KO thymi, suggesting early arrest of thymocyte development (Fig. 4g, h).

We noted that Mx1-Cre mediated deletion of ARID1A was incomplete in thymoctyes 4 weeks after administration of poly(I:C) (Supplementary Figure 6a–b). Nonetheless, partial loss of ARID1A in this model caused rapid decline in thymic cellularity (Supplementary Figure 6c) and a trend towards altered frequencies of major thymic subsets (along the lines of the phenotype in the Vav-iCre deletion model) was noted (Supplementary Figure 6d-e). PCR analysis of sorted thymocyte subsets revealed a nearly complete deletion of *Arid1a* floxed allele in the DN fraction while the recombination was partial in DP and SP populations (Supplementary Figure 6f). These data demonstrate that ARID1A is required for normal T cell maturation in mice.

Defective maturation of the lymphoid cells led to substantially lower proportions of mature B and T cells in the spleens of ARID1A-deficient mice (Fig. 4i; Supplementary Figure 6g). Overall, our experiments establish a vital role of ARID1A in lymphoid differentiation.

### ARID1A is essential for HSC function

To assess the functional activity of ARID1A-deficient HSCs, FACS-sorted LTHSCs from either poly(I:C)-treated *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ or *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice were transplanted in competitive repopulation assays. We detected a striking loss of donor contribution in peripheral blood of recipient mice transplanted with *Arid1a* KO cells compared with WT cells (Fig. 5a, b; Supplementary Figure 7a). Proportion of donor-derived cells was markedly decreased in BM and other lymphoid organs of the recipients 16–25 weeks post-transplantation (Supplementary Figure 7b-d). This illustrated that despite an increase in frequency of the phenotypically defined HSC population, ARID1A deficiency severely impaired their reconstitution ability. To verify that ARID1A deficiency did not impede homing of the HSCs to the hematopoietic niche, ARID1A was deleted only after establishment of BM chimeras from *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^−^ mice (Fig. 5c). Four weeks after transplantation, we detected a similar engraftment ability of BM cells from *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^−^ mice (Supplementary Figure 8a). ARID1A deletion following administration of poly(I:C) resulted in rapid decline of donor-derived cells in peripheral blood of Mx1-Cre^+^ mice compared with the Mx1-Cre^−^ mice (Fig. 5d). Deficiency of ARID1A affected repopulation of both lymphoid and myeloid cells in the peripheral blood (Fig. 5d). Similarly, donor-chimerism was markedly reduced in stem/progenitor population in the BM and mature blood cells in spleen and thymus of recipients transplanted with *Arid1a* KO cells (Supplementary Figure 8b-d). Poor reconstitution ability of *Arid1a* KO cells was also evident in competitive repopulation assays using BM cells from *Arid1a*^*f/f*^*;Vav-iCre*^*+*^ mice compared with the control mice (Supplementary Figure 8e). To verify further cell-intrinsic effect of ARID1A deficiency on HSC function, non-competitive repopulation assays were performed. ARID1A was deleted in recipient mice four weeks after transplantation of BM from either *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ or *Arid1a*^*f/f*^*;Mx1-Cre*^−^ mice. Loss of ARID1A resulted in reduction in numbers of WBCs and platelets along with emergence of smaller RBCs in the peripheral blood (Fig. 5e–g; Supplementary Figure 8f), thus recapitulating the phenotype observed in the *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ mice. Collectively, these data demonstrate that ARID1A is vital for the repopulation ability of HSCs and its deficiency results in a competitive disadvantage.

**Fig. 5:**
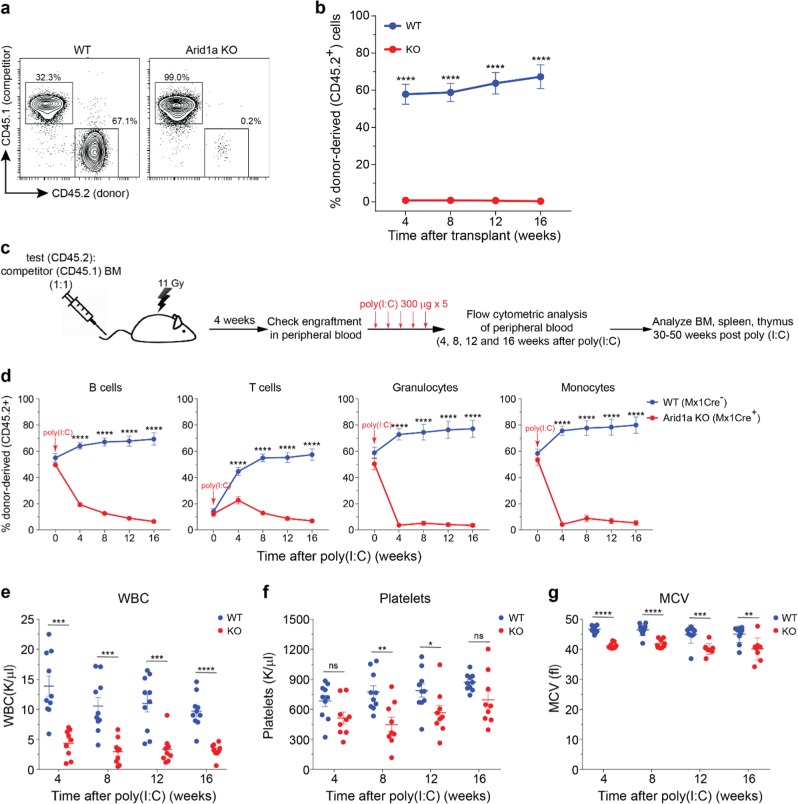
ARID1A is essential for reconstitution ability of HSCs. **a** Representative plots show donor chimerism (CD45.2) in peripheral blood of recipients transplanted with LTHSCs (CD34^−^FLT3^−^ LSK) from either control or *Arid1a* KO (Mx1-Cre) mice in competitive repopulation assay. **b** Average donor chimerism in recipient mice transplanted as in (**a**) and measured at 4, 8, 12, and 16 weeks post transplantation. Data are cumulative of two independent transplantation experiments (nine recipients/genotype). **c** Experimental design for competitive repopulation assay using total BM cells (prior to deletion of *Arid1a*). Lethally irradiated recipients were transplanted with BM cells (either *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ or *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ BM mixed in equal proportion with competitor BM) and deletion of *Arid1a* was induced four weeks post transplantation using poly(I:C). **d** Frequency of donor-derived B cells, T cells, granulocytes and monocytes in peripheral blood of recipient mice at different time points post poly(I:C) administration. Two transplant experiments were performed as illustrated in (**c**) (11 recipients/genotype). **e**–**g** Non-competitive transplant assays. BM cells from either *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ or *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice were injected into lethally irradiated mice and *Arid1a* deletion was induced after 4 weeks. WBC count (**e**), platelet count (**f**) and MCV (**g**) were determined every four weeks after poly(I:C) injection. Two independent transplantation experiments are summarised (WT = 10 recipients, *Arid1a* KO = 9 recipients). Data are represented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = not significant

### ARID1A regulates chromatin accessibility at loci critical for hematopoiesis

To assess how ARID1A-containing SWI/SNF complex regulates chromatin accessibility in myeloid precursors, Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq) was performed on sorted Lin^−^Kit^+^ BM cells from poly(I:C) treated *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^−^ mice. We observed that the biological replicates for WT and *Arid1a* KO samples were highly concordant (Supplementary Figure 9a-b). ATAC-seq peaks localized predominantly to intergenic and intronic regions but were also present around transcriptional start sites (TSS)/promoter regions (Supplementary Figure 9c). Integrative analysis of ATAC-seq peaks with ChIP-seq data showed that open chromatin regions were enriched within both promoter (H3K4me3) and enhancer (H3K27ac) histone marks (Supplementary Figure 9d).

We observed reduced number of ATAC-seq peaks in *Arid1a*-deficient cells, suggesting global loss of open chromatin in KO cells compared with the WT cells (Fig. 6a, b; Supplementary Figure 9c). We performed differential analysis using DiffBind [36], which revealed significantly reduced signal at 28,295 loci in KO cells, while 428 peaks were gained in KO cells compared with the WT cells, thus indicating reduced chromatin accessibility upon loss of ARID1A in Lin^−^Kit^+^ BM cells (Fig. 6c; Supplementary Figure 9e and Supplementary Table 6). Peaks differentially enriched upon deletion of *Arid1a* were located primarily in the intergenic and intronic regions (Supplementary Figure 9f-g). Importantly, significant reduction of ATAC-seq signal occurred in *Arid1a* KO cells at several key loci, which harbor genes involved in hematopoiesis, including *Cebpa*, *Cd34*, *Csf1*, *IL6ra* and *Gata2* (Fig. 6d and Supplementary Figure 10). Chromatin occupancy of both H3K27ac and H3K4me3, which mark transcriptionally active sites, was also reduced in *Arid1a*-deficient Lin^−^ cells at these loci (Fig. 6d and Supplementary Figure 10), demonstrating a correlation between chromatin accessibility and epigenetic signatures. To assess further if ARID1A directly binds to and regulates key genes involved in hematopoiesis, we performed ChIP-qPCR analysis using two anti-ARID1A antibodies. We observed an enrichment of ARID1A binding at promoter/putative regulatory elements of all the five genes with both ARID1A antibodies compared to the IgG control (Fig. 6e). Importantly, analysis of available ChIP-seq data for BRG1 [43, 44], a catalytic subunit of SWI/SNF complex, in mouse macrophages and RN2 cells (murine MLL-AF9/NrasG12D AML cells) showed extensive overlap of its occupancy with open chromatin regions at *Cebpa*, *Cd34*, *Csf1*, *IL6ra*, and *Gata2* loci (Fig. 6d and Supplementary Figure 10), thus substantiating SWI/SNF complex-mediated regulation of chromatin architecture at these loci. We noted that top four motifs identified in ATAC-seq peaks lost in *Arid1a* KO cells showed overlap with DNA sequences recognized by PU.1, RUNX1, GATA, and CEBPA (Supplementary Figure 9h).

**Fig. 6:**
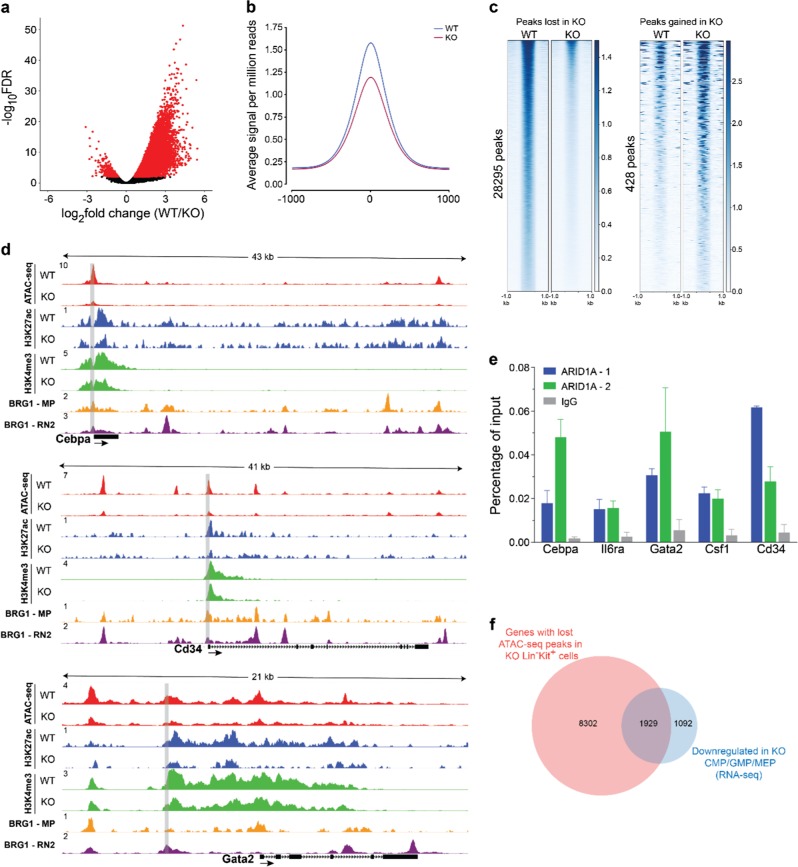
ARID1A maintains chromatin accessibility in hematopoietic cells. **a** Volcano plot shows ATAC-seq peaks identified in WT and *Arid1a* KO Lin^−^Kit^+^ BM cells. Cells were sorted from *Arid1a*^*f/f*^*;Mx1-Cre*^*+*^ and *Arid1a*^*f/f*^*;Mx1-Cre*^*−*^ mice four weeks after administration of poly(I:C). Peaks enriched significantly in either WT or *Arid1a* KO cells (FDR < 0.01) are depicted in red. **b** Average signal for all ATAC-seq peaks. **c** Heat maps show ATAC-seq peaks (scaled to 1 Kb) identified as either significantly closed (left) or gained (right) in KO cells using DiffBind analysis package. **d** Representative tracks for ATAC-seq signal (Lin^−^Kit^+^ BM cells), H3K27ac and H3K4me3 marks (both Lin^−^ BM cells) and BRG1 ChIP-seq (macrophages (GSM2663828) and RN2 cells (GSM2092897)) at *Cebpa*, *Cd34* and *Gata2* loci. Gray rectangles encompass the region analysed for binding of ARID1A using ChIP-qPCR. **e** ChIP-qPCR analysis of ARID1A occupancy at the loci of *Cebpa*, *Cd34*, *Il6ra*, *Csf1* and *Gata2* genes in 32D cells using two different ARID1A antibodies (ARID1A-1: Abcam ab182560; ARID1A-2: GeneTex GTX129433). Enrichment was calculated as percentages of input. Error bars represent SEM for two independent ChIP experiments for each locus. **f** Venn diagram shows overlap of genes with significantly reduced ATAC-seq signal in KO Lin^−^Kit^+^ BM cells and genes downregulated in *Arid1a* KO CMP, GMP, and MEP cells (RNA-seq) compared with the WT cells

Next, we determined if altered chromatin accessibility observed in Lin^−^Kit^+^ BM cells corresponded with gene expression changes in CMP, GMP, and MEP populations, which collectively comprise the bulk of Lin^−^Kit^+^ cells. A substantial overlap of genes downregulated in *Arid1a* KO CMP, GMP, and MEP cells and those with closed chromatin in *Arid1a*-deficient Lin^−^Kit^+^ cells was observed (Fig. 6f), suggesting a correlation between closed chromatin and transcriptional inactivation.

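The overlap was computed from the precursor libraries and from the part of Supplementary Table 6 that could be read, which is 1997 of the peaks that differ between WT and KO Lin−Kit+ cells. The other 26715 peaks of that table were not used here. The peaks read are the first of the table and were taken to be its strongest, so they are not a random part of it. A gene counted below as without a closed locus may therefore have one among the peaks not read. Of the peaks read, 1992 had a lower concentration in KO, and the genes they were assigned to by the authors include 1031 of the 18033 genes tested in CMP, GMP or MEP. At an FDR of 0.1, 5042 genes were lower in KO in at least 1 of the 3 populations. Of these, 526 (10.4%) had a closed locus among the peaks read, against 3.89% of the other genes tested (odds ratio 2.88, Fisher's exact test, two-sided p = 2.32e-58). Genes that were higher and not lower in KO had a closed locus in 5.60%, and genes that were neither in 3.09%. Against the genes that were neither, the odds ratio was 3.65 for lower genes and 1.86 for higher genes, and lower against higher genes had one of 1.96 (Fisher's exact test, adjusted p = 4.83e-67, 3.58e-11 and 5.33e-17). Within groups of similar expression and length these were 2.89, 1.51 and 1.90 (Mantel-Haenszel). Genes matched on expression and length, drawn from all genes tested with the lower ones included, gave the largest change in the odds ratio, to 1.58, with 345 genes shared on average and a 95% range of 318 to 373 in 10000 draws. At the thresholds of Fig. 3f the odds ratio was 3.21, and for peaks within 10 kb of a transcription start it was 3.98. By population, the odds ratio for lower genes was 3.27 in CMP, 2.93 in GMP and 2.08 in MEP. For higher genes against genes that were neither, it was 1.44 in CMP, 1.82 in GMP and 1.179 in MEP (Fisher's exact test, adjusted p = 9.88e-04, 1.37e-10 and 0.116), and 1.08, 1.66 and 0.85 within groups of similar expression and length. All these odds ratios describe the peaks read and do not measure the overlap of the paper. From its own overlap the paper proposes a correlation between closed chromatin and transcriptional inactivation.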

### Depletion of ARID1A impairs granulocytic differentiation of NB4 cells

We have previously reported loss-of-function mutations of *ARID1A* in APL [16]. To investigate the effect of ARID1A deficiency on APL cells, we employed an inducible lentiviral vector system described before [45]. NB4 cells stably expressing Cas9 were transduced with small guide RNA (sgRNA) vector and knockout of *ARID1A* was induced using doxycycline (Dox) (Fig. 7a). Loss of ARID1A did not affect the viability of NB4 cells in short-term liquid culture; but ARID1A-deficient cells had decreased clonogenic potential compared with the control cells (Fig. 7b, c). To assess the effect of ARID1A deficiency on granulocytic differentiation of NB4 cells, we treated control and ARID1A-deficient cells with all-trans retinoic acid (ATRA) for 48 h and examined surface expression of CD11b using flow cytometry. Dox-treated *ARID1A* sgRNA-expressing cells exhibited lower CD11b expression compared to untreated cells and Dox-treated control cells (Fig. 7d). This indicates that *ARID1A* knockout impaired the differentiation potential of NB4 cells. RNA-sequencing revealed that 48 genes were differentially expressed (FDR < 0.1) in both *ARID1A* sg1- and sg5-expressing cells compared to control cells (Fig. 7e, f and Supplementary Table 7). Importantly, overall expression profiles of sg1 and sg5 targeted NB4 cells showed a high correlation (Fig. 7e). GSEA of sg1 and sg5-expressing *ARID1A* deficient NB4 cells showed a high overlap of enriched genesets including those involved in regulation of cell cycle, oxidative phosphorylation and MYC transcriptional network (Supplementary Figure 11a–b). Notably, genesets related to cell cycle (HALLMARK_E2F_TARGETS and HALLMARK_G2M_CHECKPOINT) were enriched in ARID1A-deficient NB4 cells, as well as Arid1a KO *murine* HSCs/precursors, suggesting that ARID1A mediates similar chromatin dynamics and transcriptional regulation in both murine and human cells.

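In the murine precursors, the same lists of DNA replication and mitosis genes were tested in each population. The median log2 fold change of the mitosis genes was 0.18 in GMP, with 63 of 71 genes higher in KO, and 0.20 in MEP, with 64 of 71 higher (adjusted p = 9.86e-05 and 6.22e-08, camera of limma). In CMP it was 0.02, with 42 of 71 higher (adjusted p = 0.904, camera of limma), and it changed sign when mice were left out in turn, from -0.04 to 0.05. The DNA replication genes had a median of 0.09 in GMP, with 55 of 72 higher (adjusted p = 0.0169, camera of limma). In MEP the median was 0.05, with 47 of 72 higher (adjusted p = 0.181, camera of limma), and in CMP it was -0.05, with 50 of 72 lower (adjusted p = 0.318, camera of limma). With the column pairs as a replicate block, the mitosis medians were 0.18 in GMP and 0.20 in MEP. Against 10000 random lists matched on mean expression, the DNA replication median lay at percentile 82.1 in GMP, 96.3 in MEP and 0.69 in CMP, and the mitosis median at percentile 99.99 in GMP, 100 in MEP and 78.3 in CMP.

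**Figure D3:**
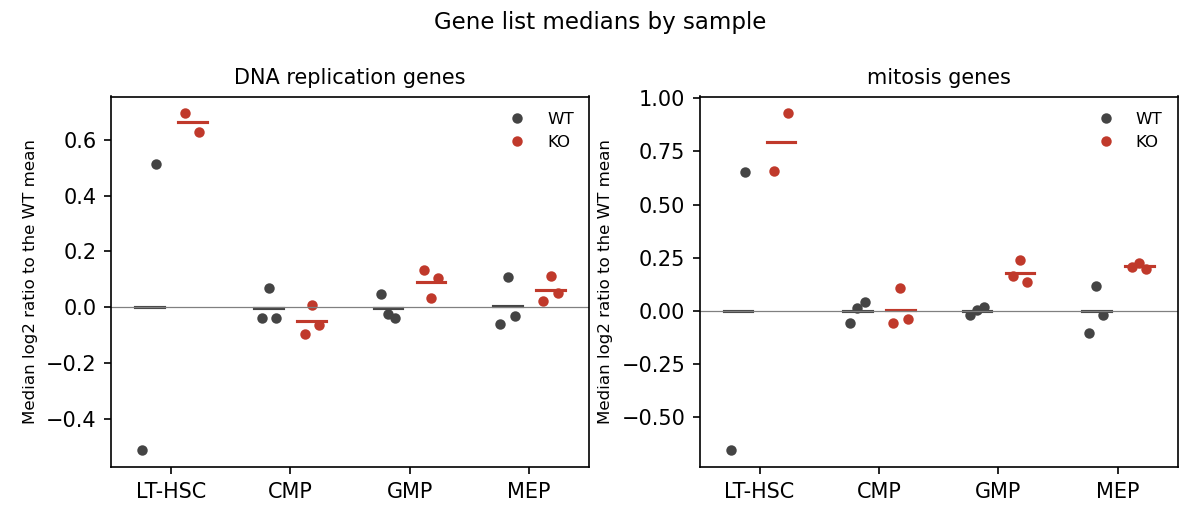
Median log2 ratio of each gene list to its WT mean, by population, where each point is a library and each horizontal bar the mean of its group. The WT LT-HSC samples lie farther apart than any WT or KO mice in the precursors.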

**Fig. 7:**
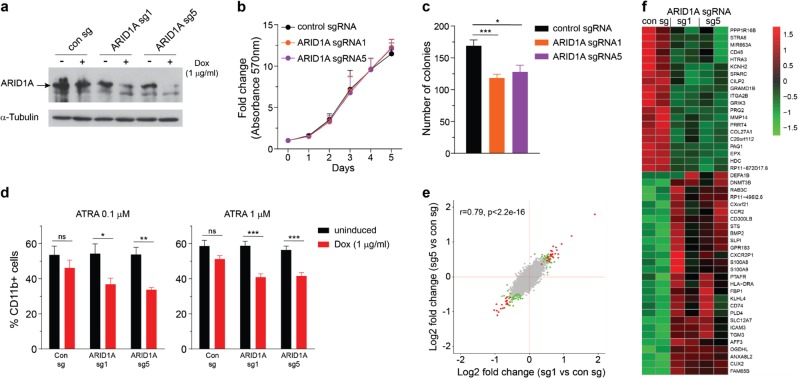
Loss of ARID1A impairs granulocytic differentiation of NB4 cells. **a** Immunoblot shows doxycycline (Dox) induced knockout of ARID1A in NB4 cells expressing Cas9 and sgRNA targeting *ARID1A*. Protein lysate from NB4 cells treated with doxycycline for 7 days were analyzed. **b** Viability of ARID1A-deficient and control NB4 cells was determined using MTT reagent (*n* = 5). **c** Colony-forming ability of *ARID1A* knockout NB4 cells compared with control cells. Cells were plated in media containing methylcellulose, and colonies were enumerated after 9–11 days (*n* = 6). **d** Percentage of CD11b-expressing cells at 48 h after treatment with 0.1 (*n* = 5) and 1 µm ATRA (*n* = 7). **e** Correlation plot compares expression profiles of Dox-treated *ARID1A* sg1 and sg5 NB4 cells compared to Dox-treated control cells. Genes significantly upregulated or downregulated (FDR < 0.1; absolute log_2_ fold change > 0.1) in both sg1- and sg5-expressing NB4 cells are shown in red and those which are significantly altered with only one sgRNA are depicted in green. **f** Heat map shows differential expression of genes significantly altered in both Dox-treated *ARID1A* sg1 and sg5 expressing NB4 cells compared to the Dox-treated control cells (FDR < 0.1). Data are represented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ns = not significant

## Discussion

Genetic studies using mouse models indicate that ATP-dependent SWI/SNF chromatin remodeling complex is a crucial regulator of hematopoiesis. While BAF53a, BAF47/Snf5, and BAF45a/PHF10 regulate HSC activity [46–48], other members of SWI/SNF complex play a more lineage-specific role including SMARCD2 in granulopoiesis [49, 50], Brg1 in erythroid development [51] and BAF155 in B cell development [52]. In this study, we have described in depth the role of ARID1A, a principal component of SWI/SNF, in hematopoiesis and examined how its deficiency alters chromatin structure in mouse hematopoietic cells.

In the current study, the function of ARID1A in normal hematopoiesis was elucidated by utilizing two different Cre transgenes, driven by either Vav or Mx1. Vav-iCre mediated deletion of floxed allele commences in fetal HSCs and persists through adult hematopoiesis. Mx1-Cre exerts its effect in mice following stimulation with poly(I:C). Owing to a possible developmental role of ARID1A in fetal/neonatal hematopoiesis, a large majority of ARID1A-deficient mice did not survive at weaning in our Vav-iCre model. Analysis of the hematopoietic compartment revealed largely overlapping phenotypes in both models of ARID1A deficiency, although the consequences of its loss were clearly enhanced in the Vav-iCre model. We believe that this is possibly caused by earlier deletion of *Arid1a* (during embryogenic hematopoiesis) in Vav-iCre model, while in Mx1-Cre model, mice were administered poly(I:C) at 8–14 weeks of age and hematopoietic parameters were analyzed four weeks later. Indeed, an efficient Mx1-Cre mediated deletion of *Arid1a* in BM following poly(I:C) treatment phenocopied largely the Vav-iCre model. Conversely, poly(I:C) administration caused an inefficient deletion of Arid1a in the thymus of Mx1-Cre mice which resulted in less dramatic effect on T cell maturation compared with the Vav-iCre mice.

Loss of ARID1A resulted in accumulation of LTHSCs in the BM, indicating requirement of ARID1A in maintenance of HSC pool size. This is reminiscent of increased HSC frequency observed in fetal liver of constitutive *Arid1a* KO embryos [27]. Results of our in vivo BrdU labeling showed elevated cycling of HSCs, implying decreased quiescence upon loss of ARID1A. Despite their increased number, *Arid1a* KO HSCs possessed poor multilineage reconstitution ability compared with the WT HSCs and were outcompeted in the transplantation settings. Apart from its vital role in maintaining HSC frequency and function, we uncover that ARID1A is also required for normal maturation of both myeloid and lymphoid lineages.

ATAC-seq data demonstrated that chromatin remodeling mediated by ARID1A-containing SWI/SNF complex is critical for hematopoiesis in mice. Deficiency of ARID1A led to a global decrease in open chromatin in myeloid precursors, including at several gene loci, which encode for key regulators of hematopoiesis. Notably, loss of ATAC-seq signal at these loci also correlated with reduced gene expression in myeloid precursors. One of the important downstream targets of ARID1A deficiency is GATA2, which plays an essential role in proliferation and maintenance of hematopoietic stem/progenitor cells, as well as differentiation towards multiple hematopoietic lineages [53]. Another affected gene is *Cd34*, protein encoded by which is expressed on the surface of HSCs and its knockout in mice leads to hematopoietic defects [54]. Similarly, *Cebpa* and *Csf1*, which are crucial regulators of myeloid differentiation [55, 56] also exhibited decreased chromatin accessibility and expression in the ARID1A-deficient cells. Therefore, we postulate that the loss of ARID1A alters chromatin dynamics and ensuing transcriptional changes manifest into impaired myeloid differentiation. 

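Cd34 (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279) had 744 ± 23.7 CPM in WT CMP and 646 ± 66.6 CPM in KO CMP (SD, n = 3 each), a log2 fold change of -0.20 (standard error 0.08, adjusted p = 0.105, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The range of the KO mice overlapped that of the WT mice there. In GMP it had 463 ± 18.8 and 334 ± 61.9 CPM (SD, n = 3 each), a log2 fold change of -0.47 (standard error 0.12, adjusted p = 0.0189 by the same edgeR test), with each KO mouse below each WT mouse. In MEP, which are sorted as CD34-negative cells, the 3 WT mice had between 1.41 and 19.05 CPM, and the log2 fold change was -0.04 (standard error 0.70). It was 0.48 in MEP with the column pairs as a replicate block. In CMP the block brought the change past the threshold (log2 fold change -0.21, adjusted p = 0.0215, edgeR). Among the peaks of Supplementary Table 6 that were read, 1 with lower concentration in KO is assigned to Cd34.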

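Of the closed peaks that were read, 2 are assigned to Cebpa and none to Csf1 or Gata2. Closed peaks of Csf1 and Gata2 may be among those not read. Il6ra had 1 such peak and log2 fold changes of -1.25 in CMP, -0.36 in GMP and -0.35 in MEP (adjusted p = 5.63e-04, 0.0495 and 0.465, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In GMP the change of Il6ra passed the threshold with all 6 mice and in 2 of the 6 fits that left out a mouse.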

Further studies are necessary to explore how loss of ARID1A effects the assembly/composition of SWI/SNF complexes and whether its closely related homolog, ARID1B, plays either an overlapping or distinctive role in chromatin remodeling in hematopoietic cells.

Evidence is emerging that ARID1A is vital for differentiation of various cell types [57–59]. Our study demonstrates that loss of ARID1A does not confer growth advantage to hematopoietic progenitors, but leads to defective differentiation of multiple hematopoietic lineages. For instance, myeloid cells in the BM and spleen of ARID1A-deficient mice displayed reduced surface expression of Gr1, indicating defects in terminal granulopoiesis. The block in myeloid differentiation caused by ARID1A deficiency may have implications in pathogenesis of APL, a subtype of AML in which truncating mutations of *ARID1A* were previously described [16]. In fact, silencing of *ARID1A* in NB4 cells did not affect significantly their growth but impaired the ATRA-induced granulocytic differentiation. Further studies are warranted to investigate whether the impaired differentiation in many hematological disorders including B-cell malignancies and APL is probably in part caused by loss-of-function mutations of *ARID1A*.

Following the discovery of frequent inactivating alterations of *ARID1A*, several approaches to therapeutically target ARID1A-deficient cancer cells have been proposed. These include increased sensitivity of ARID1A-mutated cells to inhibition of either polycomb activity, the PI3K/AKT pathway, the DNA damage checkpoint or the immune checkpoint [60]. Although these studies have focused on synthetic lethal interactions involving inactivation of SWI/SNF activity in solid tumors, particularly in ovarian cancers, which exhibit high mutational frequencies of *ARID1A*, similar strategies can be extended potentially to hematological malignancies harboring mutations of *ARID1A*. For instance, in APL cases with mutation of *ARID1A*, standard therapy (either ATRA or arsenic trioxide) could be combined with an approach directed at ARID1A deficiency, thus leading to potentially improved and personalized therapeutic approaches. Experimental models developed in this study including hematopoietic cell-specific *Arid1a* KO mice and ARID1A-deficient NB4 cells are valuable to explore these therapeutic strategies. For example, mice lacking ARID1A can be crossed with murine models of hematological malignancies for preclinical studies to test precision therapies.

Overall, this study enhances our understanding of the function of SWI/SNF complex in hematopoiesis. It demonstrates that nucleosome remodeling mediated by ARID1A is fundamental for normal hematopoietic development.

## Supplementary information

Supplementary data

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

# Supplementary material for: Chromatin remodeling mediated by ARID1A is indispensable for normal hematopoiesis in mice
**Source:** Leukemia. 2019 Mar 11;33(9):2291–305. doi: 10.1038/s41375-019-0438-4
**Supplement:** Supplementary file 1 — Supplementary data

# Supplementary Information

## Chromatin remodeling mediated by ARID1A is indispensable for normal hematopoiesis in mice

**Running title: ARID1A is essential for normal hematopoiesis**

Lin Han<sup>1,2,6</sup>, Vikas Madan<sup>1,6</sup>, Anand Mayakonda<sup>1</sup>, Pushkar Dakle<sup>1</sup>, Teoh Weoi Woon<sup>1</sup>, Pavithra Shyamsunder<sup>1</sup>, Hazimah Binte Mohd Nordin<sup>1</sup>, Zeya Cao<sup>1</sup>, Janani Sundaresan<sup>1</sup>, Ienglam Lei<sup>3</sup>, Zhong Wang<sup>3</sup>, and H. Phillip Koeffler<sup>1,4,5</sup>

<sup>6</sup>These authors contributed equally to this work.

## **Supplementary Materials and Methods**

### **Expression analysis**

Different hematopoietic populations were sorted from bone marrow and spleen of C57BL/6 mice. RNA was extracted using RNeasy micro kit (Qiagen) and reverse transcribed using RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific). Transcript levels of *Arid1a* were determined using SYBR fast qPCR Master Mix (Kapa Biosystems).

### **Analysis of Cre-recombinase mediated deletion of *Arid1a***

Efficiency of Cre-recombinase mediated excision of *Arid1a* exon 9 was determined in peripheral blood leukocytes, two weeks after poly(I:C) injection. PCR analysis was performed using primers GTAATGGGAAAGCGACTACTGGAG and TGTTTCATTTTTGTGGCGGGAG and PCR products corresponding to the floxed allele (845 bp) and the deleted allele (298 bp) were resolved on agarose gel. Mice were analyzed 4-5 weeks after the last injection of poly(I:C) and deletion of floxed allele in BM cells and lymphoid organs was verified using PCR as well as immunoblotting.

### **Colony re-plating assay**

Bone marrow cells were plated in methylcellulose media supplemented with murine stem cell factor (SCF), interleukin 3 (IL-3) and human interleukin 6 (IL-6) and erythropoietin (MethoCult GF M3434; StemCell Technologies). Colonies were enumerated after 9-10 days and the cells were harvested and counted for re-plating.

### **In vitro deletion of ARID1A**

MSCV-IRES-Puro (MIP) retroviral vector expressing Cre recombinase was used to excise the floxed allele in vitro. To generate viral particles, Plat-E cells were transfected with either empty vector (EV) or Cre-expressing plasmid using jetPRIME transfection reagent (Polyplus-transfection). At 48h and 72h post transfection, virus supernatants were collected and concentrated using Amicon Ultra-15 Centrifugal Filter (Merck Millipore). Lin<sup>-</sup>Kit<sup>+</sup> BM cells from 129 x C57BL/6 mix background *Arid1a<sup>ff</sup>* mice were sorted and maintained in IMDM containing 15% FBS and supplemented with recombinant interleukin-3, interleukin-6 and stem cell factor. Cells were transduced twice, 24h apart, using RetroNectin reagent (Takara) and selected with 2 µg/ml puromycin for one week. Genomic DNA was extracted from puromycin-selected cells and efficiency of deletion was determined using PCR. For clonogenic assays, 5,000 cells were plated in 35 mm dishes, and colonies were counted after 8 days.

### **Peripheral blood analysis**

Complete peripheral blood counts were analysed using Abbott Cell-Dyn 3700 Hematology Analyzer (Abbott Laboratories).

### **BrdU incorporation assay**

Three weeks after the last poly(I:C) injection, *Arid1a<sup>ff</sup>;Mx1-Cre<sup>+</sup>* and *Arid1a<sup>ff</sup>;Mx1-Cre<sup>-</sup>* mice received bromodeoxyuridine (BrdU) in drinking water (1 mg/ml) for 1 week. Bone marrow cells were harvested and Lin<sup>-</sup> cells were enriched using Dynabeads Sheep

anti-rat IgG. Following staining with fluorochrome-conjugated antibodies, cells were fixed and permeabilized using BrdU Flow Kit (BD Biosciences) as per the manufacturer's instruction. Cells were then stained with anti-BrdU antibody and Hoechst 33342 dye (1 µg/ml) and acquired on LSRII flow cytometer (BD Biosciences).

### **Non-competitive reconstitution assays**

Two million BM cells from either *Arid1a<sup>ff</sup>;Mx1-Cre<sup>+</sup>* or *Arid1a<sup>ff</sup>;Mx1-Cre<sup>-</sup>* mice were injected intravenously into lethally irradiated B6.SJL recipients. Following successful engraftment at four weeks post transplantation, *Arid1a* deletion was induced using poly(I:C). At 4, 8, 12 and 16 weeks post poly(I:C) injection, peripheral blood was collected and differential leukocyte counts were analysed.

### **CRISPR knockout of ARID1A in NB4 cells**

A dual lentiviral vector system previously described<sup>1</sup> was used for inducible depletion of ARID1A in NB4 cells (provided by Dr Wee Joo Chng, Singapore). sgRNA sequences were cloned into Bsmbl site of FgH1tUTG lentiviral vector (Addgene #70183). The target sequence for human *ARID1A* sgRNA1 and sgRNA5 are GAAAGCGAGGGCCCCGCGGT and GCTTCGGGCAACCCTACGGC, respectively. As a control, sgRNA targeting lacZ gene of *Escherichia coli* (TGCGAATACGCCCACGCGAT) was used. NB4 cells were initially transduced with FUCas9Cherry (Addgene #70182), and mCherry<sup>+</sup> cells were sorted and transduced with FgH1tUTG vector expressing either *ARID1A* sgRNA or control sgRNA along with a GFP reporter gene. Double positive (mCherry<sup>+</sup>GFP<sup>+</sup>) cells were sorted and

maintained in medium containing tetracycline-free FBS. To induce *ARID1A* knockout, cells were cultured in media containing 1 µg/ml doxycycline for 7 days.

### **Assays of cellular proliferation and differentiation of NB4 cells**

Seven days after incubation with doxycycline to induce ARID1A depletion, viability, colony and differentiation assays were performed as described previously<sup>2</sup> in doxycycline-free media. For in vitro differentiation, cells were incubated with ATRA (1 µM and 0.1 µM) for 48 hours and assessed using flow cytometry for CD11b expression. For RNA isolation, following doxycycline treatment, cells were cultured further in doxycycline-free media for 2 days and RNA was extracted using RNeasy Mini Kit (Qiagen).

### **Analysis of RNA-sequencing data**

Transcript level fragment counts were summarized to gene level using TxImport Bioconductor package, and differential analysis was performed using DESeq2 v1.18.1<sup>3,4</sup>. Gene expression was quantified in FPKM units using DESeq2 fpkm command and was used for all downstream analysis and plotting. All other test-statistics and plotting were performed using R 3.4.0. For GSEA (v2.2.2), we used all “active transcripts” with mean expression of 0.5 FPKM to identify significantly enriched gene sets among MSigDB Hallmark gene sets<sup>5</sup>. For CMP, GMP and MEP cells, the Signal2Noise metric was used for ranking the genes. For NB4 and LT-HSC cells, GseaPreranked analysis was done with the genes ranked by the log fold changes.

## **ATAC-seq library preparation**

50,000 sorted cells were washed with cold PBS and suspended in lysis buffer (10mM Tris.Cl, pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% (v/v) Igepal CA-630) for 10-15 min on ice. Cells were centrifuged and supernatant was discarded. Nuclei pellet was resuspended in transposition reaction mix (25 µl Nextera 2X reaction buffer, 2.5 µl Nextera Tn5 Transposase and 22.5 µl nuclease-free water). After transposition reaction at 37°C for 30 min, DNA was purified using MinElute PCR Purification Kit (Qiagen). Transposed DNA was amplified (72°C for 5 min; 98°C for 30 sec; 13 cycles of 98°C for 10 sec, 63°C for 30 sec, and 72°C for 1 min) using NEB Next High-Fidelity 2X PCR Master Mix. Libraries were eluted using Qiagen MinElute PCR Purification Kit and purified on PAGE gel (Novex<sup>TM</sup> TBE Gels, 4-20%; EC6225BOX), followed by staining with SYBR Safe DNA Gel Stain (Invitrogen; S33102). Transposed DNA libraries were sequenced on HiSeq 4000.

## **ChIP-sequencing**

FACS sorted Lin<sup>-</sup> BM cells or 32D cells were incubated with 1% formaldehyde for 10 min to crosslink DNA-protein complexes. Following quenching with 0.2 M glycine for 5 min, chromatin was sonicated in Lysis buffer (1% SDS, 50 mM Tris-HCl, 5mM EDTA) using EpiShear Probe Sonicator (Active Motif) (14 rounds of 30 sec on/off cycle). Sheared chromatin was incubated with Dynabeads Protein A + Dynabeads Protein G mixture (1:1), previously conjugated with antibodies (H3K4me3: Merck Millipore, 04-745); H3K27ac: Abcam, ab4729; ARID1A: Abcam, ab182560 and GeneTex, GTX129433; Rabbit IgG isotype control, ab171870) for overnight at 4°C. Beads were then washed; chromatin was eluted in 1% SDS, 0.1M sodium bicarbonate and

reverse-crosslinked at 65°C for 12 hours. Immunoprecipitated DNA was extracted using QIAquick PCR Purification Kit (Qiagen) and DNA quality was assessed on 2100 Bioanalyzer, prior to library preparation. Following PCR amplification and size selection (100-300 bp), libraries were sequenced on HiSeq4000. For ChIP-PCR analysis, immunoprecipitated DNA and input DNA were amplified using SYBR fast qPCR Master Mix (Kapa Biosystems). Primers used for ChIP-PCR are listed in Supplementary Table 2.

For analysis of sequencing data, 50 bp single-end reads were aligned to the mm10 reference genome using the bowtie v1.2.2 aligner<sup>6</sup>. PCR duplicates were marked using picard tools (<http://broadinstitute.github.io/picard>). Peaks were identified using MACS2 v2.1.1.20160309 with FDR cut-off of 0.01<sup>7</sup>, while simultaneously generating bedgraph files in Reads Per Million scale. Input signal was subtracted from ChIP-seq signal and bedgraph files were converted to binary bigwig files. Heatmaps around Refseq transcripts and peak centers were drawn using deeptools<sup>8</sup>. Peaks were annotated using homer annotatePeaks.pl script<sup>9</sup>.

## Supplementary References

1. Aubrey BJ, Kelly GL, Kueh AJ, et al. An inducible lentiviral guide RNA platform enables the identification of tumor-essential genes and tumor-promoting mutations in vivo. *Cell Rep*. 2015;10(8):1422-1432.
2. Madan V, Shyamsunder P, Han L, et al. Comprehensive mutational analysis of primary and relapse acute promyelocytic leukemia. *Leukemia*. 2016;30(8):1672-1681.
3. Soneson C, Love MI, Robinson MD. Differential analyses for RNA-seq: transcript-level estimates improve gene-level inferences. *F1000Res*. 2015;4:1521.
4. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.
5. Subramanian A, Tamayo P, Mootha VK, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A*. 2005;102(43):15545-15550.
6. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol*. 2009;10(3):R25.

7. Zhang Y, Liu T, Meyer CA, et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* 2008;9(9):R137.
8. Ramirez F, Dundar F, Diehl S, Gruning BA, Manke T. deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic Acids Res.* 2014;42(Web Server issue):W187-191.
9. Heinz S, Benner C, Spann N, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell.* 2010;38(4):576-589.

## Supplementary Figure 1

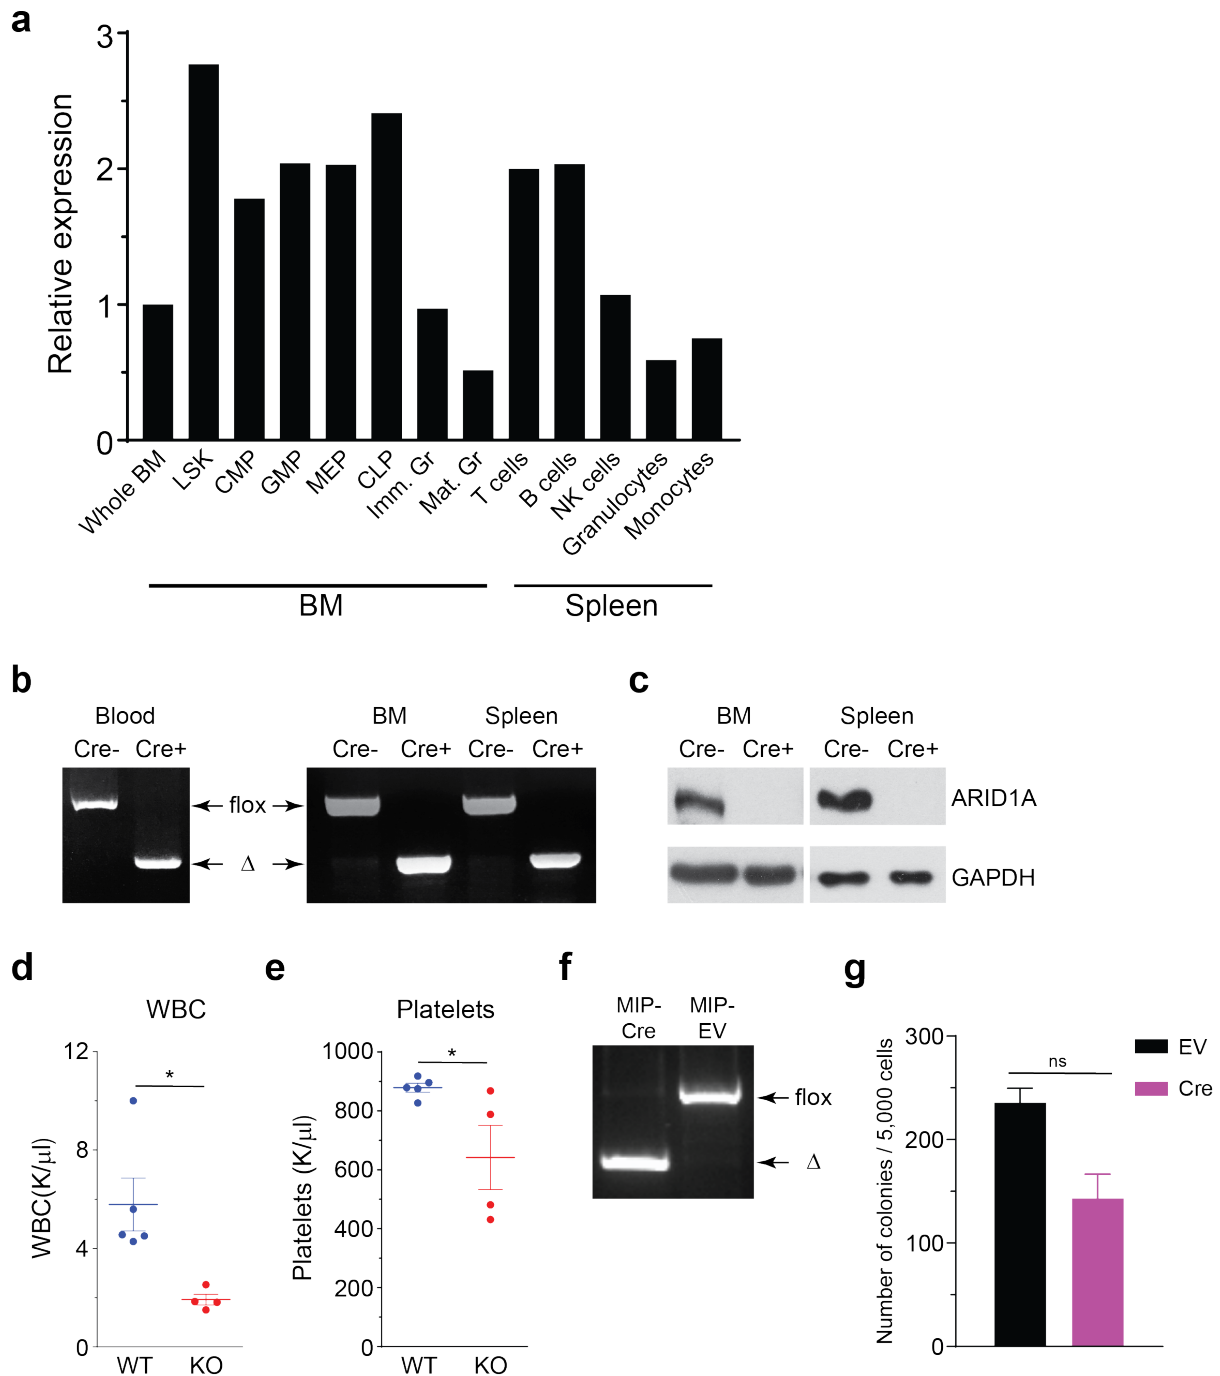

**Supplementary Figure 1** (a) Transcript levels of *Arid1a* (RT-PCR) in purified populations sorted from bone marrow (BM) and spleen of C57BL/6 mice.  $\beta$ -actin was used as endogenous control. (b) PCR analysis for floxed and deleted ( $\Delta$ ) *Arid1a* alleles using genomic DNA from blood, BM and spleen cells from *Arid1a*<sup>ff</sup>; *Vav-iCre*<sup>+</sup> (Cre+) and control mice (Cre-) as template. (c) Western blot analysis for ARID1A expression in BM and spleen of *Arid1a*<sup>ff</sup>; *Vav-iCre*<sup>+</sup> and control mice. (d-e) WBC (d) and platelet (e) counts in peripheral blood of *Arid1a*<sup>ff</sup>; *Vav-iCre*<sup>+</sup> and control mice aged 6-17 weeks. (f) PCR analysis for deletion of *Arid1a* exon 9 in Lin<sup>-</sup>Kit<sup>+</sup> cells from *Arid1a*<sup>ff</sup> mice

transduced ex vivo with either MSCV-IRES-Puro-Cre (MIP-Cre) or empty vector (MIP-EV). **(g)** Number of colonies obtained from Lin<sup>-</sup>Kit<sup>+</sup> cells (from Arid1a<sup>ff</sup> mice) expressing either Cre recombinase or empty vector (n=2). Data represent mean  $\pm$  SEM. \*p < 0.05, ns = not significant.

## Supplementary Figure 2

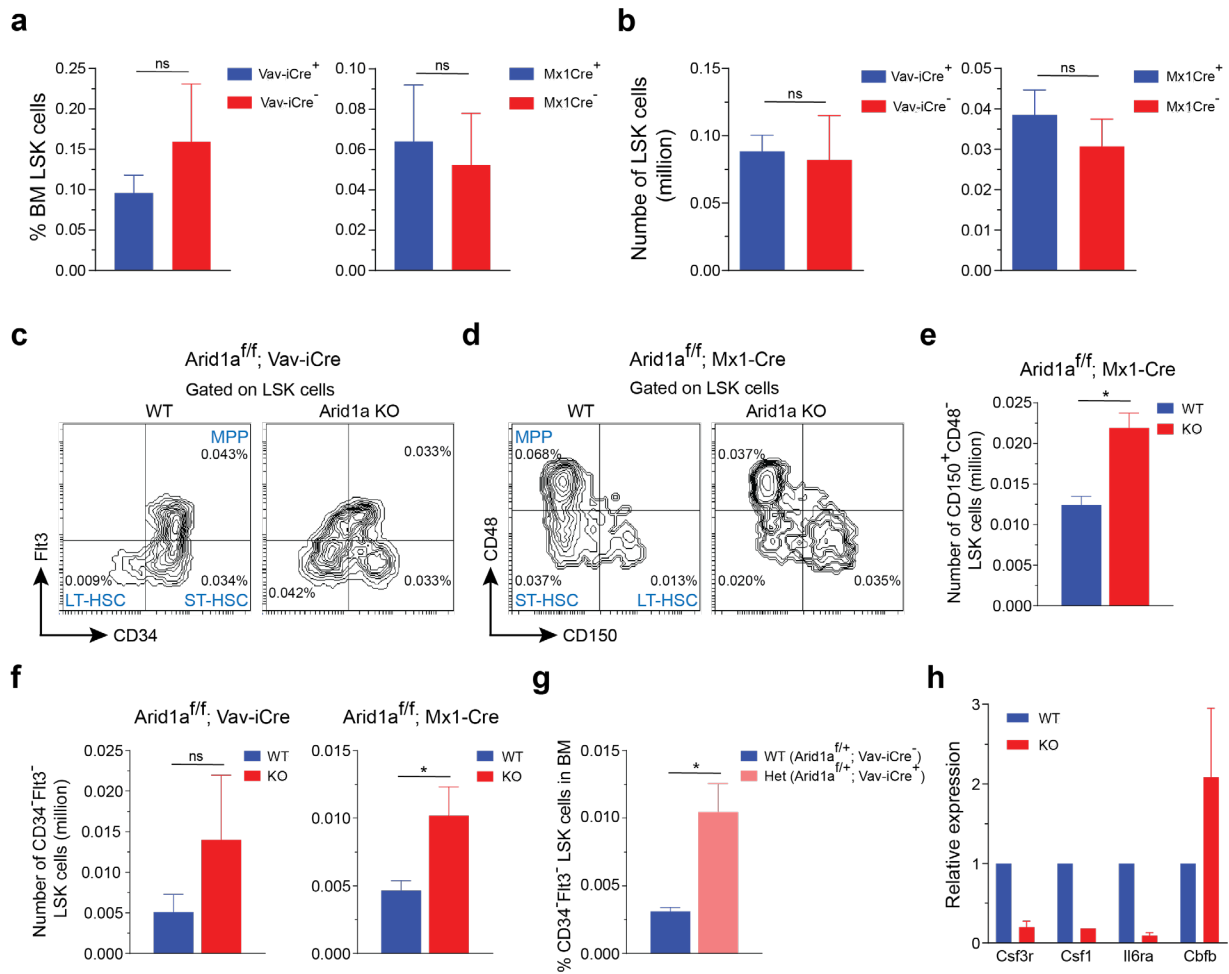

**Supplementary Figure 2 (a-b)** Proportion (a) and absolute number (b) of BM LSK cells in the WT and *Arid1a* KO mice in both Vav-iCre (n=5) and Mx1-Cre (n=6) models. **(c)** Representative staining for HSCs in the BM of *Arid1a*<sup>ff/ff</sup>; Vav-iCre<sup>+</sup> and control mice. LSK cells were categorised as LTHSCs (CD34<sup>-</sup>Flt3<sup>-</sup> LSK), STHSCs (CD34<sup>+</sup>Flt3<sup>-</sup> LSK) and MPPs (CD34<sup>+</sup>Flt3<sup>+</sup> LSK) using CD34 and Flt3 antibodies. **(d)** Representative plots show staining of HSCs based on SLAM markers, CD150 and CD48, in *ARID1A*<sup>ff/ff</sup>; Mx1-Cre<sup>+</sup> and *ARID1A*<sup>ff/ff</sup>; Mx1-Cre<sup>-</sup> mice, four weeks after poly(I:C) treatment. **(e)** Number of LTHSCs (CD150<sup>+</sup>CD48<sup>-</sup> LSK cells) in BM of *Arid1a*<sup>ff/ff</sup>; Mx1-Cre<sup>+</sup> and *Arid1a*<sup>ff/ff</sup>; Mx1-Cre<sup>-</sup> mice, four weeks after poly(I:C) injection (n=3). **(f)** Number of LTHSCs (CD34<sup>-</sup>Flt3<sup>-</sup> LSK) in the bone marrow of WT and KO mice, in Vav-iCre (n=3) and Mx1-Cre (n=6) models. **(g)** Percentages of CD34<sup>-</sup>Flt3<sup>-</sup> LSK cells in the bone marrow of WT and *Arid1a* heterozygous (Het) mice (n=4). **(h)** Quantitative PCR analysis for transcript levels of *Csf3r*, *Csf1*, *IL6ra* and *Cbfb* in LT-HSCs sorted from BM of *Arid1a*<sup>ff/ff</sup>; Mx1-Cre<sup>+</sup> and *Arid1a*<sup>ff/ff</sup>; Mx1-Cre<sup>-</sup> mice, 4 weeks after poly(I:C) injection. *β-actin* were used as endogenous control. Data represent mean ± SEM. \*p < 0.05, ns = not significant.

## Supplementary Figure 3

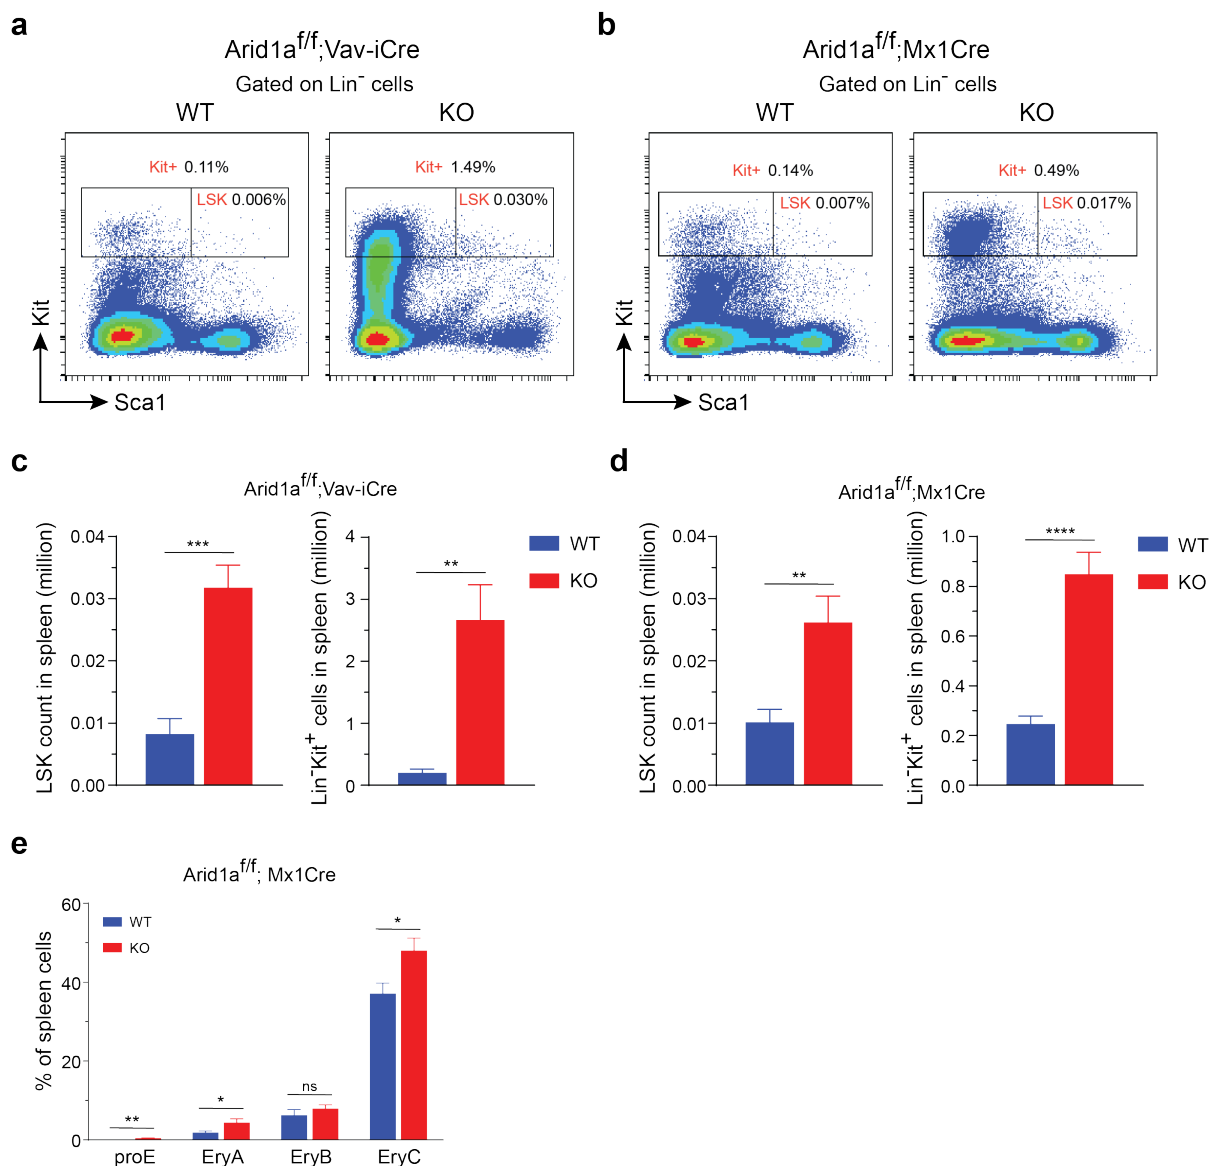

**Supplementary Figure 3 (a-b)** Representative flow cytometry plots show staining of Lin<sup>-</sup>Kit<sup>+</sup> and LSK cells in the spleens of *Arid1a* KO and WT mice, in both Vav-iCre (a) and Mx1-Cre (b) models. **(c-d)** Absolute numbers of LSK and Lin<sup>-</sup>Kit<sup>+</sup> cells in the spleen of Vav-iCre (c) (n=5) and Mx1-Cre (d) (n=9) mice. **(e)** Proportion of erythroid progenitors in the spleen of *Arid1a<sup>ff/ff</sup>;Mx1-Cre<sup>+</sup>* and *Arid1a<sup>ff/ff</sup>;Mx1-Cre<sup>-</sup>* mice, four weeks after poly(I:C) treatment (n=9). Error bars represent SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

## Supplementary Figure 4

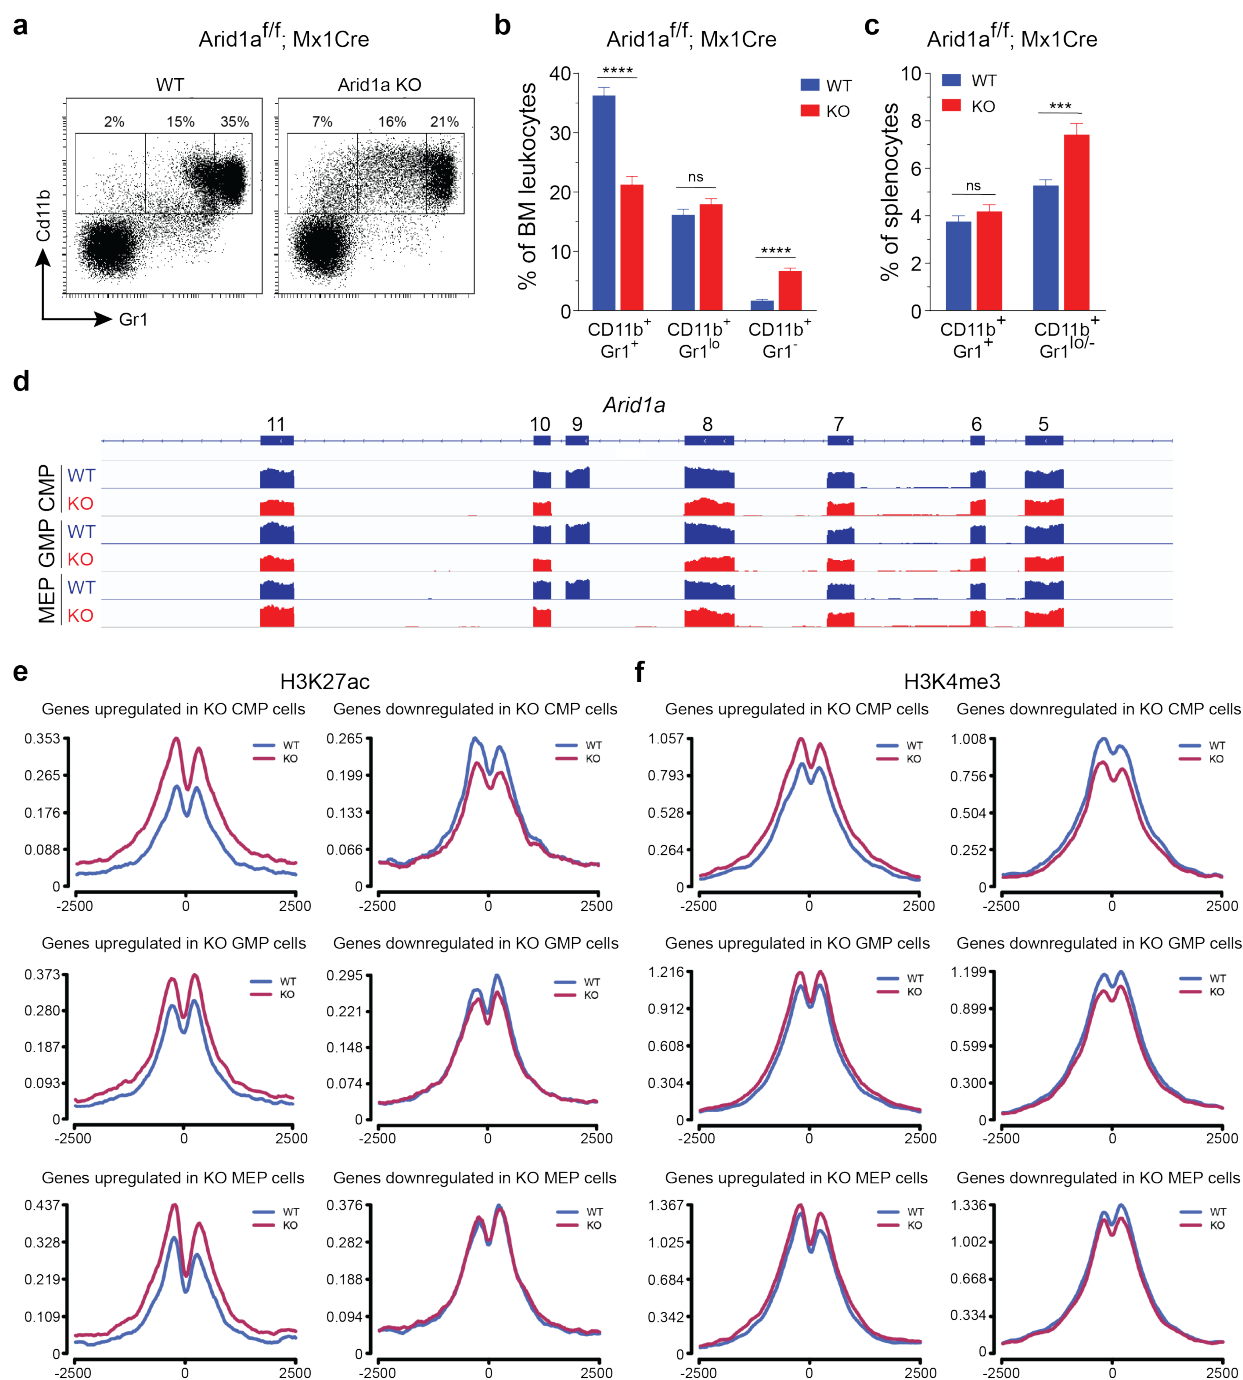

**Supplementary Figure 4** (a) Representative flow cytometric analysis of CD11b and Gr1 expression in BM of WT and *Arid1a* KO (*Mx1-Cre*) mice. (b) Proportion of CD11b<sup>+</sup>Gr1<sup>+</sup>, CD11b<sup>+</sup>Gr1<sup>lo</sup> and CD11b<sup>+</sup>Gr1<sup>-</sup> myeloid cells in the BM of *Arid1a<sup>ff</sup>;Mx1-Cre<sup>+</sup>* and *Arid1a<sup>ff</sup>;Mx1-Cre<sup>-</sup>* mice four weeks after poly(I:C) injection (n=6). (c) Proportion of myeloid cells in the spleen of *Arid1a<sup>ff</sup>;Mx1-Cre<sup>+</sup>* and *Arid1a<sup>ff</sup>;Mx1-Cre<sup>-</sup>* mice four weeks after administration of poly(I:C) (n=9). (d) IGV snapshot of *Arid1a* locus shows efficient deletion of exon 9 in CMP, GMP and MEP cells sorted from poly(I:C) injected *Arid1a<sup>ff</sup>;Mx1-Cre<sup>+</sup>* mice. (e-f) Intensity of H3K27ac (e) and H3K4me3

(f) ChIP-seq signals in WT and *Arid1a* KO Lin<sup>-</sup> BM cells for genes differentially expressed in CMP, GMP and MEP populations. Data are represented as mean  $\pm$  SEM. \*\*\*p<0.001, \*\*\*\*p<0.0001, ns = not significant.

## Supplementary Figure 5

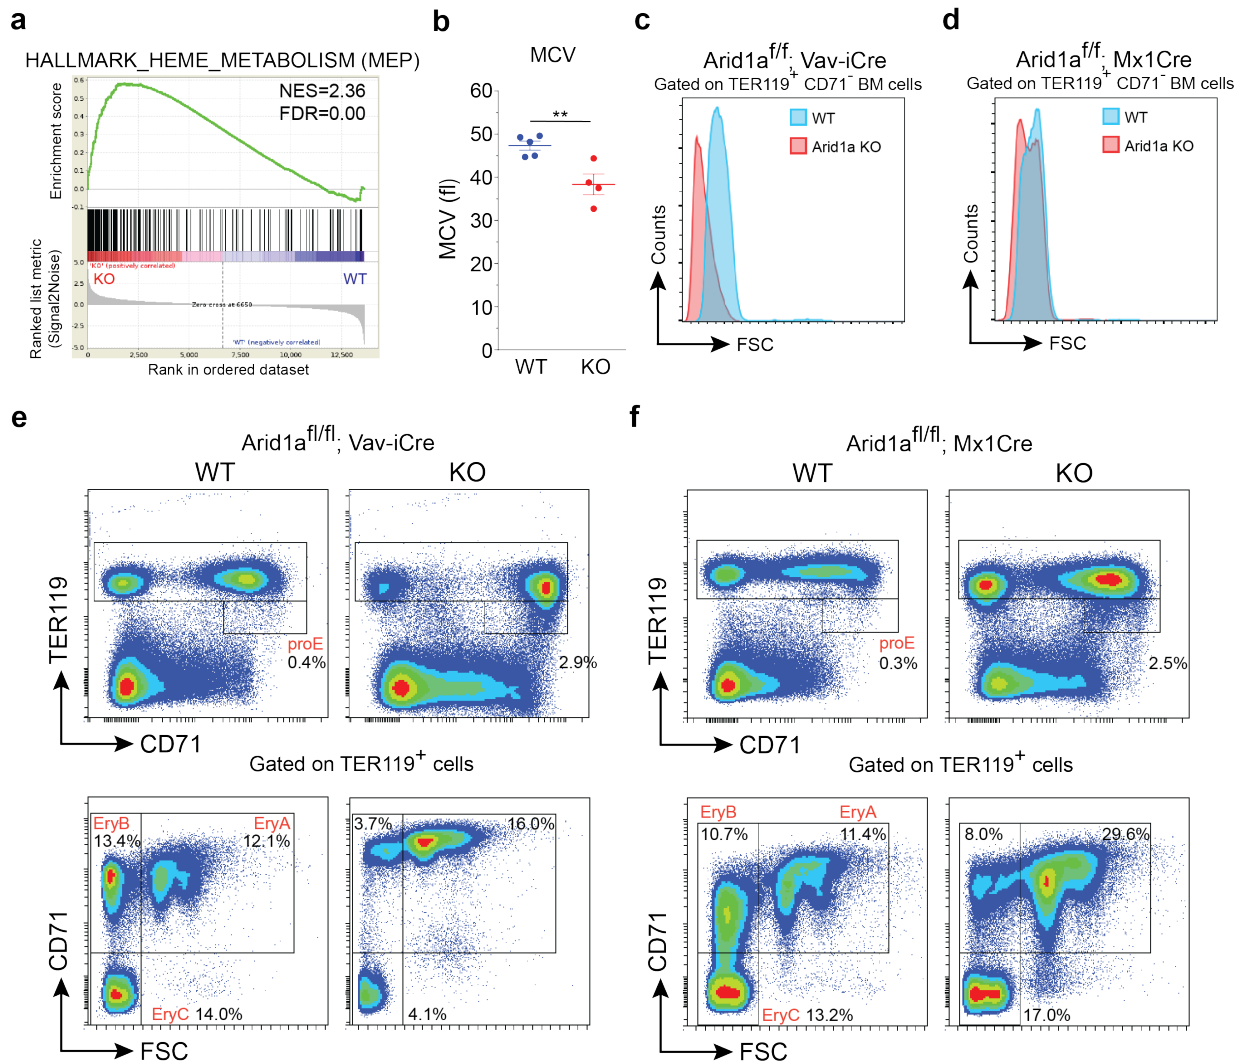

**Supplementary Figure 5** (a) GSEA plot for HALLMARK\_HEME\_METABOLISM in the comparison of WT and *Arid1a* KO (Mx1-Cre) MEP cells. NES: Normalized enrichment score. (b) Comparison of red blood cell volume (MCV) in peripheral blood of *Arid1a*<sup>fl/fl</sup>;Vav-iCre<sup>+</sup> and control mice. (c-d) Histogram overlay of forward scatter (FSC) for mature erythrocytes (TER119<sup>+</sup>CD71<sup>-</sup>) in the BM of WT and *Arid1a* deficient mice, in both Vav-iCre (c) and Mx1-Cre (d) models. (e-f) Representative FACS staining for erythroid development in BM of Vav-iCre (e) and Mx1-Cre (f) models of *Arid1a* deficiency. Cells were stained with CD71 and TER119 antibodies and gated into four successive stages of erythrocyte development (proE: CD71<sup>+</sup>TER119<sup>lo</sup>, EryA: CD71<sup>+</sup>TER119<sup>+</sup>FSC<sup>hi</sup>, EryB: CD71<sup>+</sup>TER119<sup>+</sup>FSC<sup>lo</sup> and EryC: CD71<sup>-</sup>TER119<sup>+</sup>FSC<sup>lo</sup>). Error bars represent SEM. \*\*p<0.01.

## Supplementary Figure 6

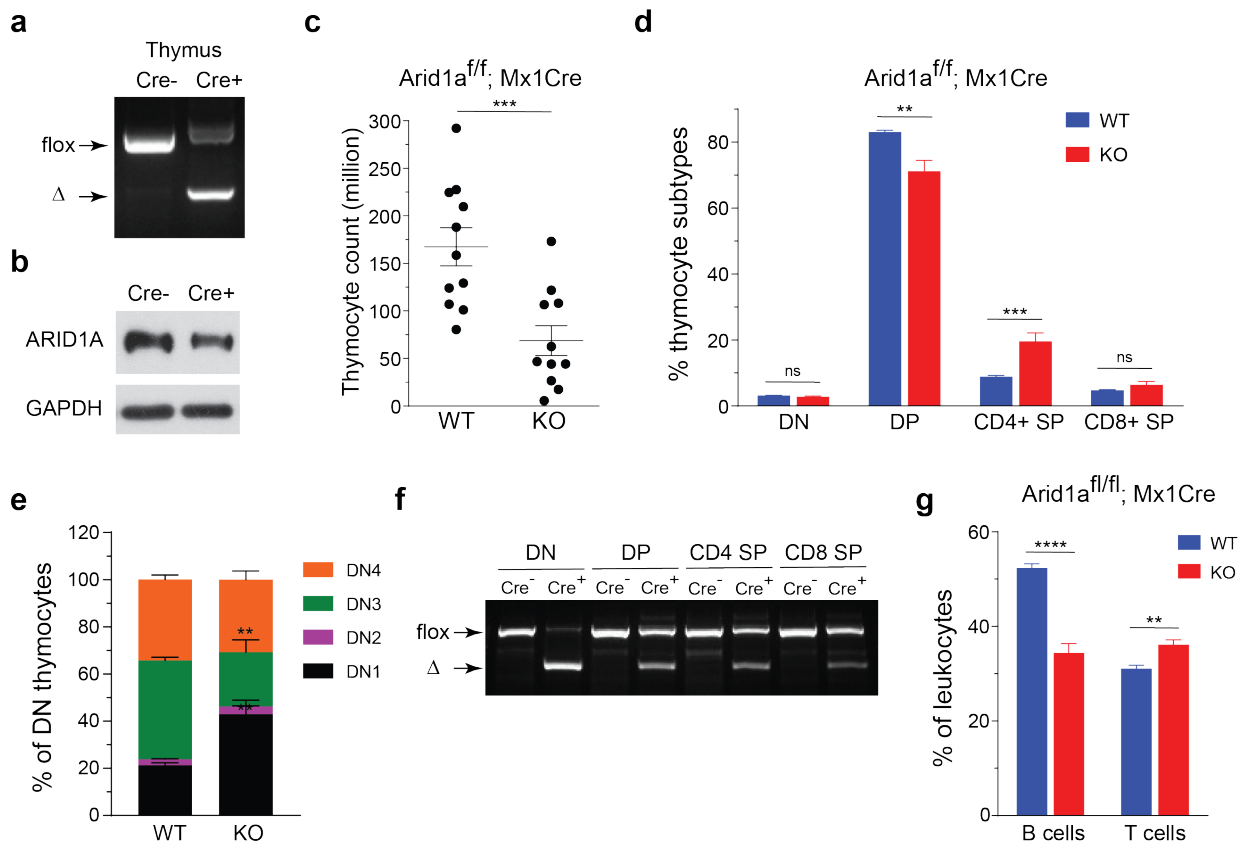

**Supplementary Figure 6** (a) Representative PCR image for floxed and deleted *Arid1a* alleles in the thymocytes of *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>+</sup> and *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>-</sup> mice, four weeks after poly(I:C) injection. (b) ARID1A protein levels determined four weeks after poly(I:C) injection in the thymus of *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>+</sup> and *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>-</sup> mice. (c) Number of thymocytes in *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>+</sup> (KO) and *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>-</sup> (WT) mice four weeks after poly(I:C) injection. (d) Percentages of DN, DP, CD4<sup>+</sup> and CD8<sup>+</sup> SP cells in the thymi of *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>+</sup> and *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>-</sup> mice four weeks after poly(I:C) injection (n=9). (e) Proportion of DN1, DN2, DN3 and DN4 cells within the DN compartment in control and ARID1A-deficient mice in Mx1-Cre deletion model (n=9). (f) PCR analysis shows Mx1-Cre-mediated deletion of *Arid1a* allele in sorted DN, DP, CD4<sup>+</sup> and CD8<sup>+</sup> SP thymocytes following administration of poly(I:C). (g) Percentages of B and T cells in the spleens of *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>+</sup> and *Arid1a*<sup>fl/fl</sup>;Mx1-Cre<sup>-</sup> mice four weeks after poly(I:C) injection (n=8). Data represent mean ± SEM. \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001, ns = not significant.

## Supplementary Figure 7

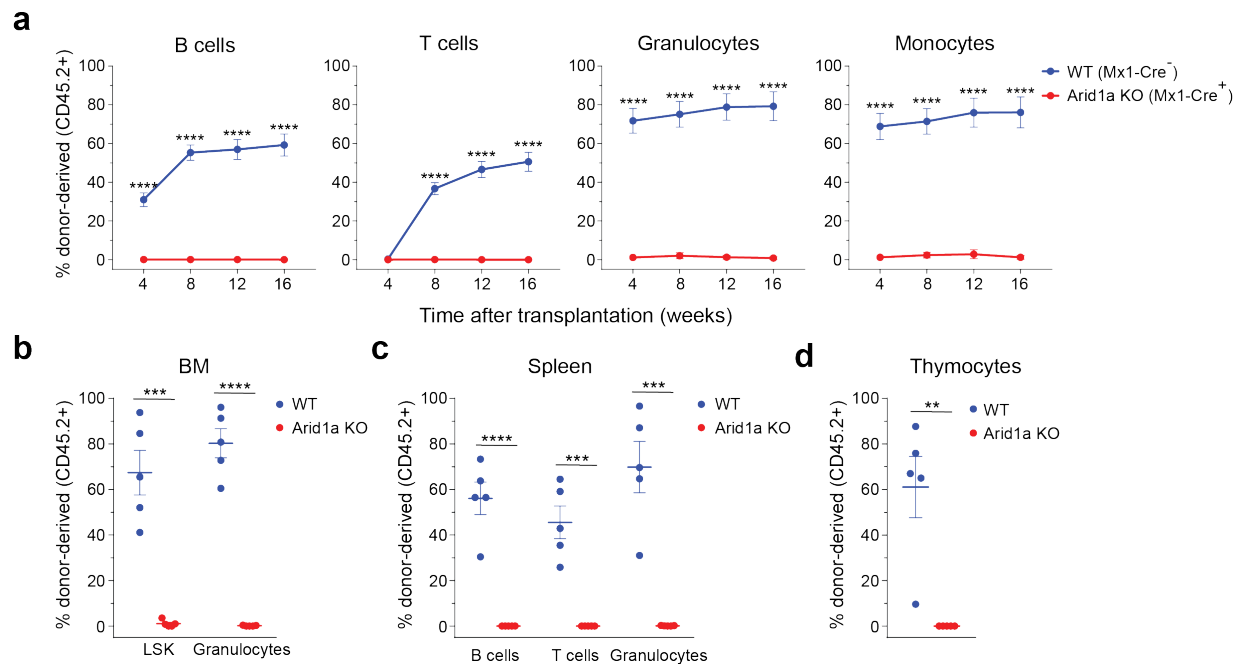

**Supplementary Figure 7 (a)** Proportion of donor-derived lymphoid and myeloid cells in the peripheral blood of mice transplanted with either WT or *Arid1a* KO LTHSCs in competitive repopulation assay. Reconstitution was analysed every four weeks after transplantation. **(b-d)** Donor chimerism in the BM (b), spleen (c), and thymus (d) of mice transplanted as in (a). Mice were analysed 16-25 weeks after transplantation. Error bars represent SEM. \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , ns = not significant.

## Supplementary Figure 8

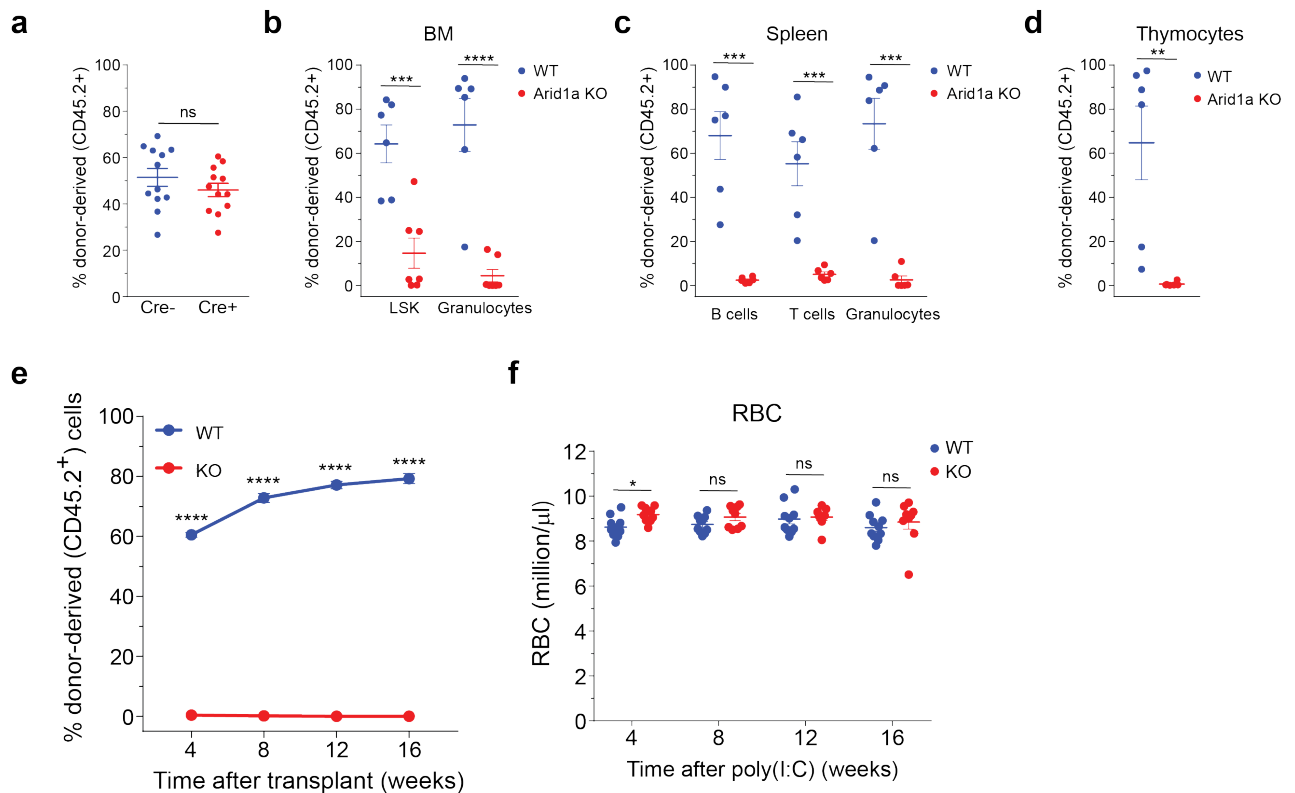

**Supplementary Figure 8** (a) Proportion of donor-derived cells in recipient mice transplanted with BM cells (either *Arid1a*<sup>ff</sup>; *Mx1-Cre*<sup>+</sup> or *Arid1a*<sup>ff</sup>; *Mx1-Cre*<sup>-</sup> BM mixed with competitor BM (1:1)) at four weeks post transplantation (prior to administration of poly(I:C)). (b-d) Donor chimerism in the BM (b), spleen (c), and thymus (d) of recipient mice transplanted as in (a). Mice were analysed at 30-50 weeks after poly(I:C) injection. (e) Average donor contribution (CD45.2<sup>+</sup>) to peripheral blood leukocytes in mice transplanted with either *Arid1a*<sup>ff</sup>; *Vav-iCre* or control BM cells in competitive repopulation assay (6 recipients/genotype). Reconstitution was assessed in peripheral blood every four weeks post transplantation. (f) RBC counts in peripheral blood of recipients transplanted with either *Arid1a*<sup>ff</sup>; *Mx1-Cre*<sup>+</sup> or *Arid1a*<sup>ff</sup>; *Mx1-Cre*<sup>-</sup> BM in non-competitive repopulation assay. Blood was drawn every 4 weeks post poly(I:C) injection (9 recipients for *ARID1A*<sup>ff</sup>; *Mx-Cre*<sup>+</sup>, 10 recipients for *Arid1a*<sup>ff</sup>; *Mx1-Cre*<sup>-</sup>). Data represent mean  $\pm$  SEM. \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

# Supplementary Figure 9

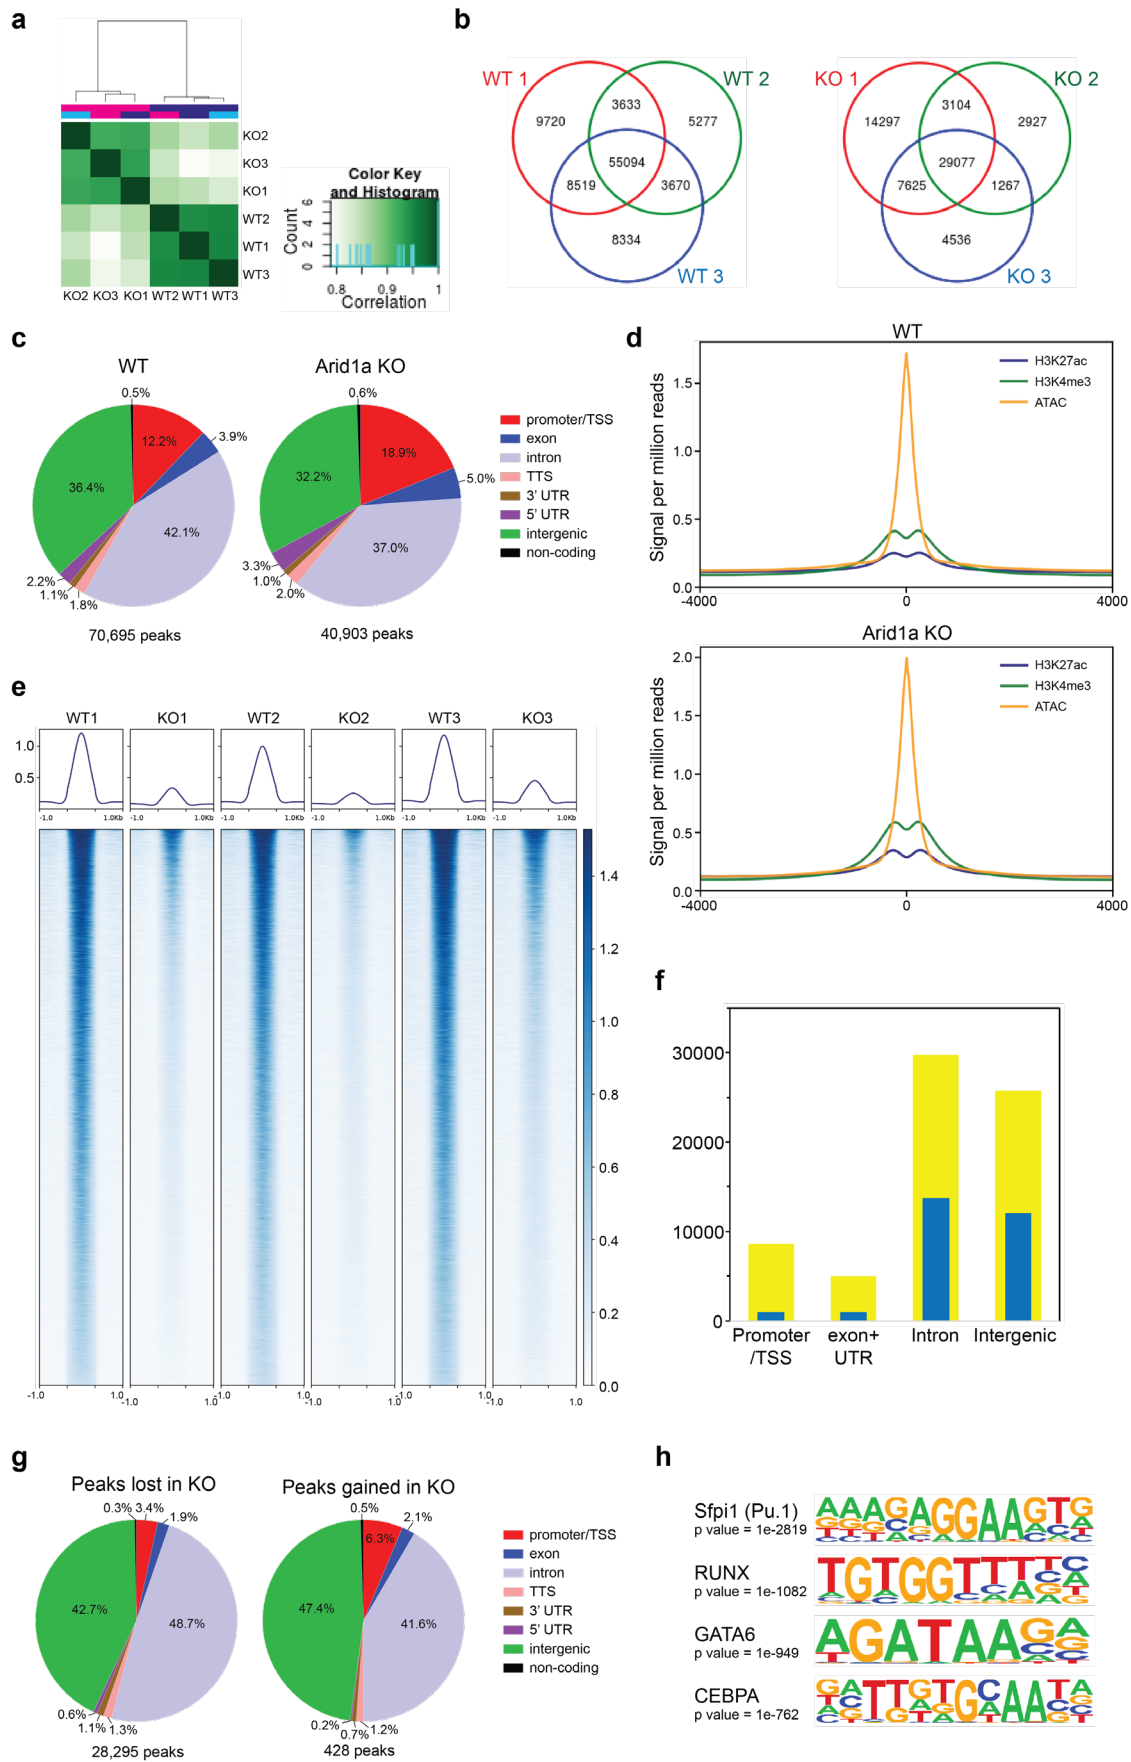

**Supplementary Figure 9** (a) Heat map generated using DiffBind package shows correlation between each WT and *Arid1a* KO sample based on ATAC-seq read counts. (b) Venn diagrams show number of ATAC-seq peaks for each replicate. (c) Pie charts show the genomic distribution of ATAC-seq peaks (detected in at least two of the three replicates) in WT and *Arid1a* KO Lin<sup>-</sup>Kit<sup>+</sup> BM cells. Cells were sorted from *Arid1a*<sup>ff/ff</sup>;Mx1-Cre<sup>+</sup> and *Arid1a*<sup>ff/ff</sup>;Mx1-Cre<sup>-</sup> mice four weeks after administration of poly(I:C). (d) Signal density for H3K4me3, H3K27ac and ATAC-seq in WT and *Arid1a* KO cells (centered at the summit of ATAC-seq peaks). (e) Heat maps show ATAC-seq peaks (scaled to 1 Kb) significantly closed in *Arid1a* KO cells compared with WT cells in three replicates. (f) Number of ATAC-seq peaks significantly closed in KO cells (blue) relative to the total number of peaks (yellow) in WT cells at annotated genomic elements. (g) Distribution of ATAC-seq peaks either lost or enriched in KO Lin<sup>-</sup>Kit<sup>+</sup> BM cells. TSS: transcriptional start site, TTS: transcriptional termination site. (h) Top four motifs (Homer de novo motif analysis) enriched in loci with significantly reduced ATAC-seq signal in *Arid1a* KO cells.

## Supplementary Figure 10

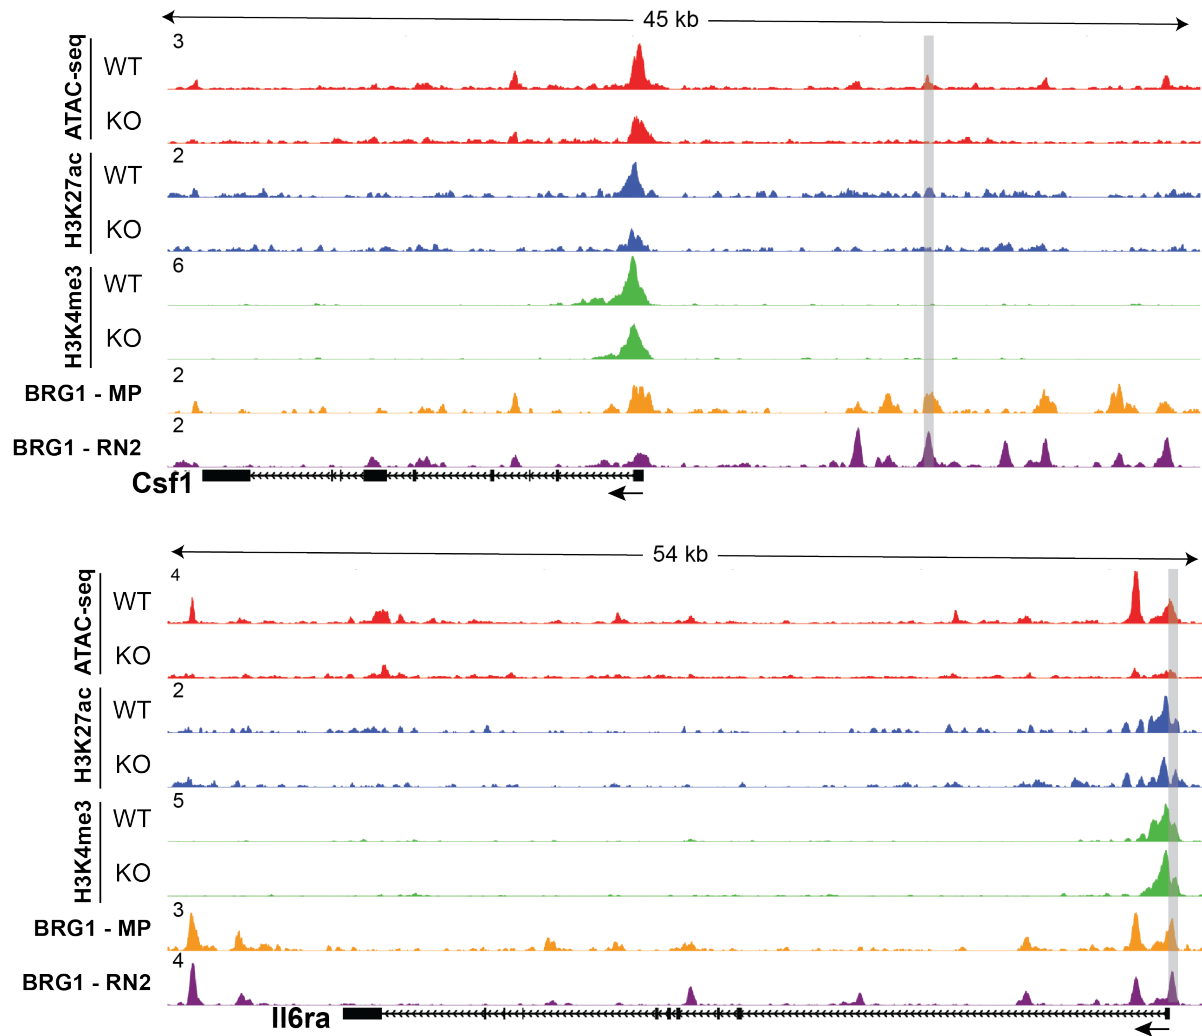

**Supplementary Figure 10.** Representative tracks for ATAC-seq signal (Lin<sup>-</sup>Kit<sup>+</sup> BM cells), H3K27ac and H3K4me3 marks (both Lin<sup>-</sup> BM cells) and BRG1 ChIP-seq (macrophages (GSM2663828) and RN2 cells (GSM2092897)) at *Csfr* and *Il6ra* loci. Grey rectangles encompass the region analysed for binding of ARID1A using ChIP-qPCR.

# Supplementary Figure 11

**a**

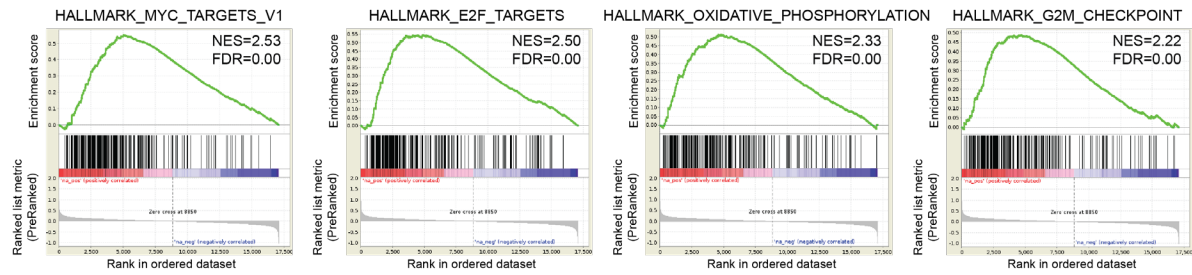

**b**

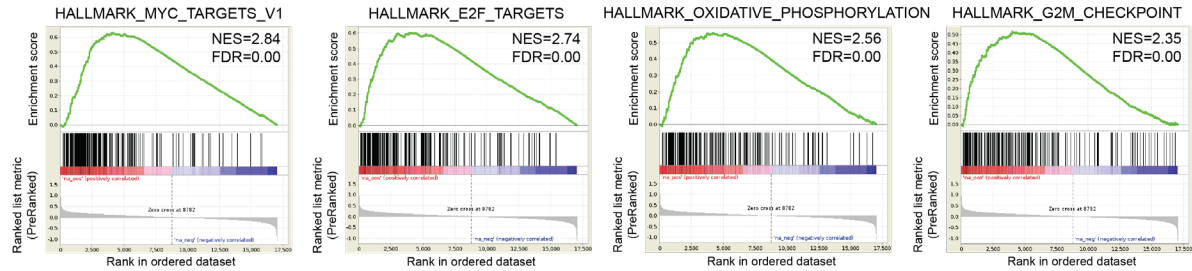

**Supplementary Figure 11 (a-b)** GSEA plots for top four enriched genesets in both *ARID1A* sg1 (a) and sg5-expressing (b) NB4 cells compared to the control cells. NES: Normalized enrichment score.

## Supplementary Tables

**Supplementary Table 1** Antibodies used for flow cytometric analysis

**Supplementary Table 2** Primers used for quantitative RT-PCR and ChIP-PCR analysis

**Supplementary Table 3** Frequency of pups of different genotypes from crosses of *Arid1a<sup>fl/+</sup>;Vav-iCre<sup>+</sup>* x *Arid1a<sup>fl/+</sup>;Vav-iCre<sup>-</sup>* mice

**Supplementary Table 4** Differentially expressed genes in LT-HSCs of *Arid1a<sup>fl/fl</sup>;Mx1Cre<sup>+</sup>* mice

**Supplementary Table 5** Differentially expressed genes in CMP, GMP and MEP cells of *Arid1a<sup>fl/fl</sup>;Mx1-Cre<sup>+</sup>* mice

**Supplementary Table 6** ATAC-seq peaks significantly altered in *Arid1a* KO Lin<sup>-</sup>Kit<sup>+</sup> cells identified using DiffBind analysis

**Supplementary Table 7** Genes differentially expressed in ARID1A-deficient NB4 cells

*Separate excel sheets for Supplementary Tables 4-7*

**Supplementary Table 1** Antibodies used for flow cytometric analysis

| No. | Name           | Fluorochrome  | Catalog Number | Clone        | Supplier         |
|-----|----------------|---------------|----------------|--------------|------------------|
| 1   | CD117          | APC           | 17-1171-83     | 2B8          | eBioscience      |
| 2   | CD117          | APC-eFluo780  | 47-1171-82     | 2B8          | eBioscience      |
| 3   | CD11b          | PE-Cy7        | 25-0112-82     | M1/70        | eBioscience      |
| 4   | CD11b          | FITC          | 11-0112-82     | M1/70        | eBioscience      |
| 5   | CD127          | AlexaFluor488 | 53-1271-82     | A7R34        | eBioscience      |
| 6   | CD135          | PE            | 12-1351-83     | A2F10        | eBioscience      |
| 7   | CD150 (SLAMF6) | PE            | 115904         | TC15-12F12.2 | Biologend        |
| 8   | CD16/CD32      | Biotin        | 45-0161-82     | 93           | eBioscience      |
| 9   | CD19           | PE-Cy7        | 25-0193-82     | eBio1D3      | eBioscience      |
| 10  | CD24           | APC-eFluo780  | 47-0242-82     | M1/69        | eBioscience      |
| 11  | CD25           | AlexaFluor488 | 53-0251-82     | PC61.5       | eBioscience      |
| 12  | CD34           | FITC          | 11-0341-82     | RAM34        | eBioscience      |
| 13  | CD3e           | PE-Cy7        | 25-0031-82     | 145-2C11     | eBioscience      |
| 14  | CD3e           | APC           | 17-0031-83     | 145-2C11     | eBioscience      |
| 15  | CD4            | APC-eFluo780  | 47-0041-82     | GK1.5        | eBioscience      |
| 16  | CD43           | FITC          | 561856         | S7           | BDBioScience     |
| 17  | CD44           | PE-Cy7        | 25-0441-82     | IM7          | eBioscience      |
| 18  | CD45.1         | APC-eFluo780  | 47-0453-82     | A20          | eBioscience      |
| 19  | CD45.2         | FITC          | 11-0454-82     | Co4          | eBioscience      |
| 20  | CD45R (B220)   | PE-Cy7        | 25-0452-82     | RA3-6B2      | eBioscience      |
| 21  | CD48           | FITC          | 11-0481-82     | HM48-1       | eBioscience      |
| 22  | CD71           | APC           | 17-0711-82     | R17217       | eBioscience      |
| 23  | CD8a           | PE            | 12-0081-83     | 53-6.7       | eBioscience      |
| 24  | F4/80          | APC           | 17-4801-82     | BM8          | eBioscience      |
| 25  | IgM            | APC           | 1020-118       |              | Southern Biotech |
| 26  | Ly-51          | PE            | 553735         | BP-1         | BDBioScience     |
| 27  | Ly6A/E (Sca-1) | PerCP-Cy5.5   | 45-5981-82     | P7           | eBioscience      |
| 28  | Ly6G (Gr-1)    | PE-Cy7        | 25-5931-82     | RB6-8C5      | eBioscience      |
| 29  | Ly-6G (Gr-1)   | PE            | 12-5931-83     | RB6-8C5      | eBioscience      |
| 30  | TER-119        | PE-Cy7        | 25-5921-82     | TER-119      | eBioscience      |
| 31  | CD11b          | APC           | 17-0118-42     | ICRF44       | eBioscience      |

**Supplementary Table 2** Primers used for quantitative RT-PCR and ChIP-PCR analysis

**RT-PCR**

|                    |                             |
|--------------------|-----------------------------|
| Klf1 Forward       | CCTCCATCAGTACACTCACC        |
| Klf1 Reverse       | CCTCCGATTTTCAGACTCACG       |
| Klf3 Forward       | TGCAAGAGAACCATCCTTCC        |
| Klf3 Reverse       | GGTGCATTTGTACGGCTTTT        |
| Gata2 Forward      | GATACCCACCTATCCCTCCTATGTG   |
| Gata2 Reverse      | GTGGCACCACAGTTGACACACTC     |
| Rxra Forward       | GATATCAAGCCGCCACTAGG        |
| Rxra Reverse       | TGTTGTCTCGGCAGGTGTAG        |
| Cebpa Forward      | GACCATTAGCCTTGTGTGTACTGTATG |
| Cebpa Reverse      | TGGATCGATTGTGCTTCAAGTT      |
| Runx1 Forward      | GCCACCTACCATAGAGCCATCAA     |
| Runx1 Reverse      | CCAATTCACTGAGCCGCTCGGAA     |
| Csf1 Forward       | GGGCCTCCTGTTCTACAAGT        |
| Csf1 Reverse       | GTTCCACCTGTCTGTCCTCA        |
| Il6ra Forward      | GGCACTCCTTGGATAGCAGA        |
| Il6ra Reverse      | GGGACATGGACGAGGATTCT        |
| Csf3r Forward      | TGTGTAGTGACCTGGCTCTG        |
| Csf3r Reverse      | CTGTCATGATGGTGGGCAAC        |
| Cbfb Forward       | GCACAACAGGCCTTTGAAGA        |
| Cbfb Reverse       | TCATCACCGCCACCTAAGTT        |

**ChIP-qPCR**

|               |                        |
|---------------|------------------------|
| Cd34 Forward  | GCCAAGATGACACACGGTTA   |
| Cd34 Reverse  | GGATATTGGCTCTCCTCCCC   |
| Csf1 Forward  | CTTGAGAGTTTCTACAGCTGCC |
| Csf1 Reverse  | AGACAGCAACACAAGACAACAA |
| Gata2 Forward | AGACAGCCAGAACCAAGAGAG  |
| Gata2 Reverse | TTGAGGTGATCTTAGGCCAGG  |
| Il6ra Forward | CCAGGTTTTGACGCTGAGATAA |
| Il6ra Reverse | CATGAAAGCAAACTCAAGCGG  |
| Cebpa Forward | CACGATCTCTCTCCACTAGCA  |
| Cebpa Reverse | CGCTTTTATAGAGGGTCGGGC  |

**Supplementary Table 3** Frequency of pups of different genotypes from crosses of *Arid1a<sup>f/+</sup>;Vav-iCre<sup>+</sup>* x *Arid1a<sup>f/+</sup>;Vav-iCre<sup>-</sup>* mice

| Genotype                  | Cre+        |               |               | Cre-          |               |               |
|---------------------------|-------------|---------------|---------------|---------------|---------------|---------------|
|                           | f/f         | f/+           | +/+           | f/f           | f/+           | +/+           |
| <b>Expected frequency</b> | 12.5%       | 25.0%         | 12.5%         | 12.5%         | 25.0%         | 12.5%         |
| <b>Weaning (n=179)</b>    | 2.8%<br>(5) | 26.8%<br>(48) | 17.3%<br>(31) | 12.3%<br>(22) | 26.8%<br>(48) | 14.0%<br>(25) |
| <b>Newborn (n=89)</b>     | 7.9%<br>(7) | 28.1%<br>(25) | 14.6%<br>(13) | 13.5%<br>(12) | 24.7%<br>(22) | 11.2%<br>(10) |

Number of pups are indicated in parentheses

How the deposited data were processed for this re-analysis (not part of the article)

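RNA was measured in 22 libraries of Mx1-Cre mice, which are 4 of LT-HSCs (2 WT, 2 KO) and 18 of CMP, GMP and MEP cells (3 WT and 3 KO mice, each of which gave all 3 populations). The authors aligned 100 bp paired-end reads to the Ensembl 84 mouse transcripts with kallisto 0.43.1 and deposited an estimated count for each transcript and library, in which fragments shared by several transcripts are split between them. The TPM values the authors deposited were scaled by kallisto for the effective length of each transcript. The effective transcript lengths deposited with the counts are kallisto's estimates for each library. The paper names DESeq2 1.18.1 for the differential expression that the authors computed from such counts.

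The 115088 transcripts were paired with the genes of the GENCODE vM21 annotation of GRCm38, which holds 114200 of them (99.2%), and gene coordinates come from that annotation. Estimated counts were summed per gene and rounded to whole numbers. The totals lay between 40804031 and 65930737 per library, with a median of 52785379.5. In genes above 1 FPKM, the median standard error of a log2 fold change was 0.37 in LT-HSC, 0.09 in CMP, 0.09 in GMP and 0.08 in MEP. Each population was fitted apart with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F-test) in R 4.3.3, with the genotype as the only term and Benjamini-Hochberg adjustment. The threshold was an FDR of 0.1, or 0.25 where Supplementary Table 4 uses it. For Fig. 3f a mean above 1 FPKM and an absolute log2 fold change above 0.5 were also required. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Differences between populations were tested as the interaction of genotype and population in 1 fit of the 18 precursor libraries with the mouse as a block, and are given as the effect in the population named second less that in the population named first.

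Lists of genes for DNA replication (72), mitosis (71) and heme and erythroid genes (54) stand in for the gene sets of the paper. They were tested with camera of limma 3.58.1, with Benjamini-Hochberg adjustment over 12 tests, and each median was set against 10000 random lists matched on mean expression. The threshold of 0.1 for the lists was chosen before their results were seen, but after the counts had been examined. Lists of marker and interferon genes were adjusted over 20 tests. Ahsp, which was also drawn up for the heme and erythroid list, could not be paired with the annotation and is not counted. The genes named are those of Fig. 2e and Fig. 3g, those the paper names beside Fig. 6d (Cebpa, Cd34, Csf1, Il6ra and Gata2), Arid1a and Arid1b. To these were added, in each population, the 3 genes with the largest rise and the 3 with the largest fall among genes past an FDR of 0.1 with a mean above 1 FPKM and every KO sample beyond every WT sample.

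The alternatives were median-of-ratios size factors, no filter for low counts, an offset for transcript length, DESeq2 1.42.0 without and with that offset, and a replicate block. In CMP, GMP and MEP, DESeq2 with the offset tested against an absolute log2 fold change of 0.1. All 18 precursor libraries in 1 fit, a mean above 1 TPM, the rotation test fry of limma, mouse Reactome sets from fgsea 1.28.0, and each sample left out in turn were also tried. The pairing of LT-HSC samples comes from the replicate numbers of Supplementary Table 4. The pairing of precursor mice comes from the order of the WT and KO columns of Supplementary Table 5, which the paper does not describe as a pairing. For closed chromatin, the genes the authors assigned to the peaks in the part of Supplementary Table 6 that could be read were set against the tested genes with Fisher's exact test in scipy 1.17.1. Lower and higher genes were also set against genes that were neither, over all such genes and, by the Mantel-Haenszel odds ratio, within groups of similar mean expression (10) and gene length (5), with adjustment over 12 tests. The ATAC-seq, ChIP-seq and NB4 libraries were not analysed here.

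The fits were tested on simulated counts with 200 changed genes. At an FDR of 0.1 edgeR recovered 20.5% of them in LT-HSC (21101 genes), 92% in CMP (16723), 90.5% in GMP (16037) and 88% in MEP (15354). The shares of false calls were 18%, 17.1%, 12.1% and 8.81%. DESeq2 recovered 36% in LT-HSC with 70.7% of its calls false. The interaction of CMP and GMP recovered 89.5% with 10.1% false (18072 genes), and that of CMP and MEP, in which no gene was changed, gave no calls.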

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

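The tests on library size, on the mice with Y-linked reads alone, on a few genes taking most of the counts, and on the interferon genes were chosen only after the results were seen. The tests and thresholds for the genotype effects in single genes were set before the data were examined.

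The effect of the genotype differed between populations at an FDR of 0.1 for 3887 genes between CMP and GMP, 2416 between CMP and MEP, and 4957 between GMP and MEP (edgeR's quasi-likelihood test on the interaction). For each of these 3 numbers, 1 of the 10 splits of the 6 mice, the real one, gave as many genes. The largest number in another split was 1, between CMP and GMP. For genes past an FDR of 0.1, 1 of the 10 splits, again the real one, gave as many genes in CMP, in GMP and in MEP. This held for the lower and for the higher genes of each population at the thresholds of Fig. 3f, and for the genes lower or higher in all 3 populations. With 3 mice against 3 the share of splits is never under 0.1, so a grouping that arose by chance cannot be told apart by this count alone. Of the 10 splits, 4 part all 3 column pairs, and among these too only the real one gave as many genes.

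Other technical explanations were weighed for the genes that differ between KO and WT. Each of the 16 LT-HSC, CMP and GMP samples that could be compared was closest to its own column of the supplementary tables, which goes against a mix-up between the counts and those tables but cannot show a label that is wrong in both. Arid1a was lower in every KO sample than in every WT sample in 4 of 4 populations, which goes against exchanged genotypes. The log2 fold changes correlated with gene length by 0.137 (Spearman, MEP) and with GC content by -0.260 (MEP), where they were strongest, and both were under the limit of 0.3 set for a bias. The 10 genes with the most counts took at most 7.01% of the counts of a library. The totals of KO and WT libraries did not overlap in 1 population, LT-HSC, so by the totals alone the genotype cannot be told apart there from a difference in library size. With the 4 LT-HSC libraries thinned to one total, 13 of the 18 genes past an FDR of 0.1 still passed, so the difference in totals does not account for those 13. For the sex of the mice, 2 KO and 2 WT precursor mice had Y-linked reads, and 1 WT mouse and 0 KO mice had Xist above background, so by these numbers the genotype effects cannot be told apart from a contribution of sex. In a fit of the 4 mice with Y-linked reads alone, 3636 genes passed an FDR of 0.1 in CMP, 5374 in GMP and 4760 in MEP. The smallest ratio to the number with 6 mice was 0.902, in CMP, which goes against sex as the explanation of these numbers. The differences between populations may reflect a role of ARID1A that depends on the cell type, but this stays a hypothesis.

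Several of the gene lists also differed between populations, by camera of limma on the interaction. The rotation test fry was not run on these interactions, so their p-values lack its check of the spread between samples. Between CMP and GMP the median difference was 0.13 for DNA replication genes, 0.19 for mitosis genes, -0.88 for heme and erythroid genes and -0.89 for interferon genes (adjusted p = 8.33e-05, 1.55e-06, 2.53e-22 and 9.63e-08). Between CMP and MEP it was 0.087 for DNA replication, 0.19 for mitosis and -0.41 for heme and erythroid genes (adjusted p = 0.00217, 2.83e-11 and 5.42e-10, camera of limma). Between GMP and MEP it was 0.45 for heme and erythroid genes and 0.71 for interferon genes (adjusted p = 5.83e-06 and 1.54e-06, camera of limma). No difference passed the threshold for interferon genes between CMP and MEP (-0.024, adjusted p = 0.655, camera of limma). The same held between GMP and MEP for DNA replication (-0.063) and mitosis (-0.0015) (adjusted p = 0.258 and 0.479, camera of limma). Other splits of the 6 mice gave a median as far from 0 within a population as follows, the real split included. For DNA replication it was 4 of the 10 splits in CMP, 2 in GMP and 5 in MEP, and for mitosis 8 in CMP, 1 in GMP and 1 in MEP. For heme and erythroid genes it was 1 of the 10 splits in CMP, 7 in GMP and 1 in MEP. Among the 4 splits that part all 3 column pairs, DNA replication had 1 in CMP, 1 in GMP and 2 in MEP. Mitosis had 3, 1 and 1 there, and heme and erythroid genes had 1, 3 and 1. The largest median of another split for heme and erythroid genes was 0.45 in CMP, against 0.81 with the real one, and 0.25 in MEP, against 0.45. With 10 splits the share is never under 0.1, so these counts by themselves cannot tell any of the medians apart from a grouping by chance.

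The heme and erythroid genes in KO CMP were weighed against a shift of the CMP sort toward megakaryocyte and erythroid cells. The other 583 genes that are higher in WT MEP than in WT CMP had a median log2 fold change of 0.30 in KO CMP, with 469 of them higher, while a list of 16 megakaryocyte genes had a median of -0.63. The 398 genes that are higher in WT GMP than in WT CMP had a median of -0.38 in KO CMP, with 102 of them higher. The rise of the heme genes cannot be told apart from a shift of the sort toward erythroid cells.

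Single genes for which the effect differed between populations were examined in the same interaction test, each past an FDR of 0.1. Between CMP and GMP the differences were -1.14 for Klf1, -1.38 for Klf3, 0.90 for Il6ra, -4.72 for Meg3 and 3.90 for Fcnb. Between CMP and MEP they were -1.15 for Gata2, -1.37 for Scd1 and -1.48 for AI427809. Between GMP and MEP they were 0.34 for Arid1b, 0.73 for Runx1, 2.29 for Rxra and 2.29 for Csf1. They were also 2.15 for Prss34, 9.41 for Igkv1-117, 5.89 for Tspan9, 4.04 for Fn3k, 3.56 for Gm10800 and -4.56 for Osm between GMP and MEP. Igkv1-117 belongs to a family of near-identical immunoglobulin genes, so its counts are uncertain. The explanations weighed above for all genes apply to these too, and no other explanation was tested for them.

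A list of 20 interferon genes, which the paper does not discuss, was higher in KO with a median log2 fold change of 0.66 in LT-HSC, 1.179 in CMP and 0.94 in MEP, with 20 of 20 genes higher in each (adjusted p = 5.91e-12, 3.26e-11 and 5.51e-06, camera of limma). In GMP the median was 0.46 (adjusted p = 0.108, camera of limma). The rotation test fry, which takes the spread between samples into account, was not run on this list. In LT-HSC the cell cycle lists passed the threshold with camera and not with fry, so these p-values may be too small. With the column pairs as a block, the medians were 1.28 in CMP, 1.05 in MEP and 0.46 in GMP (adjusted p = 1.85e-16, 8.26e-10 and 0.0278, camera of limma), and in each of the 3 populations each KO mouse was above its column partner. Each column pair holds 1 WT and 1 KO mouse, so this block cannot speak for or against a batch that sets KO mice apart from WT mice. In MEP, WT mouse 305 lay at 0.81 relative to the WT mean, above the lowest KO mouse at 0.68, while in CMP it lay at 0.65, below the lowest KO mouse at 1.08. In MEP, 2 of the 10 splits gave a median as far from 0, in GMP 3 did and in CMP 1 did. The other split in MEP, of mice 300, 301 and 309 against 304, 305 and 308, gave 0.97, but within each of its groups each KO mouse was above each WT mouse. The rise cannot be told apart from a difference between mice that share a batch, where the batch follows the genotype. In LT-HSC, which came from other mice, the KO samples lay at 0.98 and 0.46 and the WT samples at -0.06 and 0.06. Such a batch would have to be present in those mice too to explain both rises. The paper names no such batch and states that control littermates were given poly(I:C) at the same time. Of the 4 splits that part all 3 column pairs, only the real one gave a median as far from 0 in CMP, GMP and MEP, but with 10 splits a grouping by chance cannot be told apart. All mice received poly(I:C), and whether KO cells respond to it in another way is a hypothesis that was not tested.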

How the results depend on the processing

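The crossed replicate block, the LT-HSC libraries thinned to one total, the mice with Y-linked reads only, the genes neither lower nor higher as the comparison for closed loci, and the leaving out of mice for the interactions, gene lists, single genes and closed loci in precursors, were chosen after seeing the data. No test of a cause was chosen for this part. Leaving aside the fits without a mouse or library, 212 of the main results kept their direction and side of the threshold or stayed within 1.5 times, 28 moved, 3 became stronger and 6 weaker. Of the single genes, 453 were the same, 62 stronger, 6 weaker and 5 reversed. By these limits, no main result changed with median-of-ratios size factors, with 18 precursor libraries in 1 fit, with a mean above 1 TPM, with the mice with Y-linked reads only, with the Reactome sets, without the mouse as a block, or with the alternatives for closed loci, although random genes matched on expression and length took the odds ratio there from 2.88 to 1.58. The cause was not tested for any change below.

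In LT-HSC, 18 genes were lower and 16 higher at an FDR of 0.25, and 12 and 6 at 0.1. Without the filter for low counts these were 252 and 144, and 177 and 109. With DESeq2 they were 236 and 142, and 127 and 77. With DESeq2 and the length offset they were about 2.7e+02 and 149, and 131 and 77. With the replicate block they were 259 and 123, and 78 and 37. With the replicate numbers of the KO samples exchanged they were 93 and 85, and 54 and 52. With the libraries thinned to one total they were 15 and 15, and 7 and 6. In simulated LT-HSC counts edgeR recovered 20.5% of the changed genes and DESeq2 made 70.7% false calls, so these 4 libraries limit any list of single genes. With fry the LT-HSC medians of 0.54 (DNA replication), 0.68 (mitosis) and 0.17 (heme and erythroid) no longer passed the threshold. The last of these lay only at percentile 31.8 of the random lists matched on mean expression.

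In precursors, DESeq2 with the length offset gave 2339 genes at an FDR of 0.1 in CMP (4030 with edgeR), 3209 in GMP (5550) and 2493 in MEP (4637). It gave 3011 genes lower in at least 1 population (5042), and for CMP and GMP genotype effects that differ 2203 genes (3887), for CMP and MEP genotype effects that differ 1346 (2416), and for GMP and MEP genotype effects that differ 2947 (4957). Without the filter, the MEP DNA replication median was 0.057 and passed the threshold.

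Arid1a in LT-HSC, at -1.14, passed the threshold with DESeq2 at -1.14 and with DESeq2 and the length offset at -1.05. With the latter it no longer passed in CMP (-0.21) and MEP (-0.15), nor without the filter in MEP (-0.14). Klf1 in GMP, at 0.01, was -0.0065 with the replicate block and -0.011 with the length offset. Runx1 in MEP, at 0.09, was -0.042 with the length offset and -0.041 with DESeq2 and the length offset. Cd34 in MEP, at -0.04, was 0.48 with the replicate block.

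In the fits that each left out one mouse or library, 172 of the main values were the same, 3 moved, 2 reversed, 2 became stronger and 5 weaker. The genes past an FDR of 0.1 in MEP ranged from 3037 to 5357, the genes that differed between CMP and GMP from 2577 to 3694, and those between CMP and MEP from 1464 to 2628. The CMP mitosis median ranged from -0.042 to 0.046 and the MEP DNA replication median from 0.018 to 0.12. Arid1a ranged from -0.27 to -0.20 in CMP and from -0.18 to -0.11 in MEP, and lost the threshold in 1 fit in CMP and 4 in MEP. In LT-HSC signs changed for Pde2a (-10.41 to 0.12), Arid1b (-0.29 to 0.16) and the median of the heme and erythroid genes (-0.14 to 0.58). In precursors they changed for Arid1b in CMP (-0.027 to 0.13), Klf1 in GMP (-0.17 to 0.13), Rxra in MEP (-0.025 to 0.093) and Cd34 in MEP (-0.55 to 1.14). Across the fits of single genes, 398 values were the same, 4 moved, 6 reversed, 5 became stronger and 11 weaker.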

Differences from the paper's values

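No test of a cause was made for the differences below. For numbers of genes, a gap is called closed where an alternative came within 1.5 times of the paper's number. Some numbers lie near this limit, so closed and not closed can differ by little. The paper's log2 fold change of Cd36 in LT-HSC in Supplementary Table 4 is -2.79 (the paper's standard error 0.642), against -2.07 here. Of the alternatives set before the data were examined, the transcript-length offset and DESeq2 with the length offset came within that error, and median-of-ratios size factors, no low-count filter, DESeq2 and the replicate block did not. The paper's log2 fold change of Prss34 in CMP in Supplementary Table 5 is -4.06, against -5.14 here. For Stfa1 in GMP the paper's value is 7.73, against 10.38 here, and for BC100530 in GMP the paper's value is 6.29, against 8.73 here. Neither of these 2 genes had counts in any WT GMP library, so the counts do not fix the size of either rise. Their gaps therefore cannot be read as a difference in the measured change. No alternative set before the data were examined closed the gap for Prss34, Stfa1 or BC100530. For Tspan9 in GMP the paper's value is -5.18, against -6.15 here, and only DESeq2 with the length offset closed the gap.

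For LT-HSC at an FDR of 0.25, the paper's Supplementary Table 4 has 422 genes lower and 171 higher in KO, against 18 and 16 here. No alternative closed the gap for the lower genes. For the higher genes no low-count filter, DESeq2, DESeq2 with the length offset and the replicate block did, while median-of-ratios size factors and the transcript-length offset did not. At an FDR of 0.1 the paper's numbers are 190 lower and 81 higher, against 12 and 6 here. No low-count filter, DESeq2, and DESeq2 with the length offset closed these gaps. Median-of-ratios size factors, the transcript-length offset and the replicate block did not.

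At an FDR of 0.1, the paper's Supplementary Table 5 has 2065 genes in CMP, 3391 in GMP and about 2650 in MEP, against 4030, 5550 and 4637 here. DESeq2 with the length offset closed all 3 gaps, and the transcript-length offset that in GMP alone. Median-of-ratios size factors, no low-count filter, DESeq2, the replicate block and all 18 samples in one fit did not. For genes lower in KO in at least 1 population, the paper's number is about 3000 in Fig. 6f, read by eye, against 5042 here. Of the alternatives only DESeq2 with the length offset closed the gap.

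The legend of Fig. 2e gives its genes as past the FDR thresholds it names, while with edgeR only Csf3r and Lgals1 of the 27 genes passed an FDR of 0.1 or 0.25. Of the 12 lower and 15 higher genes, 4 and 2 passed an FDR of 0.1 with the replicate block, 7 and 11 with DESeq2, and 9 and 11 with DESeq2 and the length offset. At an FDR of 0.25 these were 7 and 13, 9 and 15, and 10 and 15. The paper states that cell cycle gene sets are enriched in KO precursors as well as stem cells. In CMP the medians of the lists used here were -0.05 for DNA replication and 0.02 for mitosis (adjusted p = 0.318 and 0.904, camera of limma). In GMP they were 0.09 and 0.18 (adjusted p = 0.0169 and 9.86e-05, camera of limma), and in MEP 0.05 and 0.20 (adjusted p = 0.181 and 6.22e-08, camera of limma). In this main fit, only the mitosis list in GMP and MEP and the DNA replication list in GMP were higher at the threshold of 0.1. The call for DNA replication in MEP changed without the filter for low counts and in 2 of the 6 fits that left out a mouse.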

Other observations

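The tests on a swapped, mixed or shallow sample of mouse 304, on deeper sequencing and other blood cells in an LT-HSC library, and on chromosomes were chosen only after the results were seen.

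KO mouse 304 had Xist and Y-linked reads near background, with at most 1.47 CPM on Xist. All 3 populations of the mouse were near background for both, which goes against a mislabelled or swapped sample. The 4 Y-linked genes reached at most 3.20 CPM in its libraries, near the level of WT mouse 305, which goes against a mixed sample. The X-linked genes differed from those of KO mice 301 and 308 by at most -0.011 on the log2 scale beyond the autosomal genes, which goes against 2 active X chromosomes after loss of Xist. The 4 genes that escape X inactivation had a median log2 ratio of 0.022 in mouse 304, against 0.61 in WT mouse 305. A single X chromosome, by loss of the Y or of an X chromosome, is a candidate explanation. The paper describes its controls as sex-matched littermates. No biological explanation was tested.

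WT LT-HSC replicate 1 had more genes with at least 10 counts than the other LT-HSC libraries. Its total was the smallest of the 4, which goes against deeper sequencing. With all 4 libraries thinned to that total, which could only lower the others, it had 27257 such genes, against 17710 to 20273. It had counts on 949 olfactory and vomeronasal receptor genes, against 131 to 610 in the others, which is consistent with genomic DNA or unspliced RNA in the library. For other blood cells in the sort, the lowest median log2 ratio of a marker list to WT replicate 2 was -5.85, for granulocytes, while those of macrophages (0.69), B cells (2.11) and megakaryocytes (0.51) were higher. The granulocyte genes were thus far higher in WT replicate 2 than in replicate 1, and whether the sort of replicate 2 held granulocytes was not tested. The larger number of genes in replicate 1 cannot be told apart from other blood cells in its sort. No biological explanation was tested.

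Of the 12 genes with the largest falls in KO, 3 in each population, 5 lie on chromosome 7. Of 18033 genes, 450 passed an FDR of 0.1 with an absolute log2 fold change above 2 and a mean above 1 FPKM in CMP, GMP or MEP. The odds ratio for such genes was 1.12 on chromosome 7, tested for strain variants carried with the Mx1-Cre transgene. It was 1.14 on chromosome 4, tested for strain variants carried with the Arid1a allele. For falls alone, with LT-HSC included and those 12 genes left out, 235 of 23663 genes fell by over 2 on the log2 scale. The odds ratio was 0.820 on chromosome 7 and 1.08 on chromosome 4, with adjusted p-values of 0.638 and 0.910 over the chromosomes (Fisher's exact test). Both tests go against strain variants that affect a whole chromosome 7 or 4, but a short stretch around the transgene or allele was not tested. Chromosome 6 alone passed an adjusted p of 0.1 (odds ratio 2.04, adjusted p = 0.0218, Fisher's exact test), while chromosome 15 had an odds ratio of 2.08 (adjusted p = 0.111, Fisher's exact test). No explanation was tested for these.

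The overlap of lower genes with closed loci had an odds ratio as large in 1 of the 10 splits of the 6 mice, the real one. A grouping by chance cannot be told apart with 10 splits, since the other 9 gave no lower genes.

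Granulocyte genes had a median log2 fold change of -1.50 in CMP, 0.79 in GMP and -1.11 in MEP, and megakaryocyte genes one of -0.63 in CMP, -0.58 in GMP and 0.97 in MEP.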
